# Nutrition Metabolism Plays an Important Role in the Alternate Bearing of the Olive Tree (*Olea europaea* L.)

**DOI:** 10.1371/journal.pone.0059876

**Published:** 2013-03-28

**Authors:** Mine Turktas, Behcet Inal, Sezer Okay, Emine Gulden Erkilic, Ekrem Dundar, Pilar Hernandez, Gabriel Dorado, Turgay Unver

## Abstract

The olive tree (*Olea europaea* L.) is widely known for its strong tendency for alternate bearing, which severely affects the fruit yield from year to year. Microarray based gene expression analysis using RNA from olive samples (on-off years leaves and ripe-unripe fruits) are particularly useful to understand the molecular mechanisms influencing the periodicity in the olive tree. Thus, we carried out genome wide transcriptome analyses involving different organs and temporal stages of the olive tree using the NimbleGen Array containing 136,628 oligonucleotide probe sets. Cluster analyses of the genes showed that cDNAs originated from different organs could be sorted into separate groups. The nutritional control had a particularly remarkable impact on the alternate bearing of olive, as shown by the differential expression of transcripts under different temporal phases and organs. Additionally, hormonal control and flowering processes also played important roles in this phenomenon. Our analyses provide further insights into the transcript changes between ”on year” and “off year” leaves along with the changes from unrpipe to ripe fruits, which shed light on the molecular mechanisms underlying the olive tree alternate bearing. These findings have important implications for the breeding and agriculture of the olive tree and other crops showing periodicity. To our knowledge, this is the first study reporting the development and use of an olive array to document the gene expression profiling associated with the alternate bearing in olive tree.

## Introduction

The olive (*Olea europaea* L., Oleaceae) is an evergreen tree that is largely distributed in the Mediterranean Basin. Its cultivated forms have been introduced into many areas [1], being one of the most economically important fruit crops in the world from a socio-economical point of view, and also due to the nutritional properties of the olive fruits and the olive oil derived from them. In fact, the olive oil has gained the label of “qualified health claim” for cardiovascular protection by the internationally recognized Food and Drug Administration (FDA) of the United States of America (USA) <http://www.fda.gov/Food/LabelingNutrition/LabelClaims/QualifiedHealthClaims/default.htm>. Such claim considers the olive oil as a healthy medicine, due to its protective effect against cardiovascular diseases, being the third of such labels approved for a conventional food (after the hazelnut and omega-3 fatty acids) <http://www.fda.gov/Food/LabelingNutrition/LabelClaims/QualifiedHealthClaims/ucm072756.htm>. The olive tree is adapted to abiotic stresses like drought and heat (Mediterranean climate), and thus the climate change and global warming. Additionally, the olive tree fields are important from an ecological point of view, being a source of biodiversity.

The olive tree exhibits a peculiar behavior, named alternate bearing (biennial bearing or periodicity), being defined as a tendency of some fruit trees not to bear a regular and similar crop year after year. Thus, a high-yield crop year (“on-year”) is followed by a low-yield or even a no-crop year (“off-year“), which severely affects the fruit yield [2]. Since this phenomenon occurs in different types of fruit trees, it has been suggested that all species showing alternating may behave in a similar unified manner [3]. The alternate bearing is so pronounced in the olive tree, that it has been considered that this crop shows a biennial developmental cycle.

The alternate bearing represents a strategic mechanism of the olive tree to save nutrient reserves for significant vegetative growth, as well as to survive biotic and abiotic stresses in environments prone to macronutrient/micronutrient deficiencies in a dry climate, like the one of the Mediterranean Basin. Yet, the periodicity in bearing of the olive tree represents a serious problem from the breeding and agricultural points of view, since the fruit yield may not be regular and uniform year-over-year, but instead may suffer extremely drastic variations, from a high-production to even no-yield at all.

The olive tree produces vegetative buds that generate shoots and leaves after the seed germination for 12 o more years in normal field conditions (juvenile period). Once the adult (reproductive) period is induced by natural or artificial conditions (which may reduce the juvenile period to just two years after germination), the olive tree buds undergo a standard differentiation program towards flowers and fruits (with a natural tendency to produce large numbers of them), being genetically controlled [4], unless such pathway is inhibited. In such a case, the olive tree buds are directed towards vegetative buds. Interestingly, the developing seeds inside the olive fruits produce molecular messengers (eg., gibberellins) that are effective inhibitors of the floral induction. Such floral bud inhibition may also occur when the olive tree carbohydrate reserves are scarce, which is typical after a high-yield fruit production, as well as due to abiotic and biotic stresses that may deplete such reserves.

Although many genetic and physiological traits of species affect the yield variation between “on” and “off” years, three main factors have been suggested for the alternate bearing in fruit trees [5]. They include i) flowering-site limitation, with the competition between vegetative and reproductive organs being proposed to have influence on the periodicity in the olive tree [3]; ii) nutritional control, since it has been shown that the storage of nutrients during the “off” year is used for reproductive growth the following year in some species like the pistachio tree [6]; and iii) endogenous hormonal control, since differences in certain endogenous hormones in the olive tree have been reported, with balances between these hormones being considered as key regulators of the alternate bearing [7].

These facts have led to different agronomical strategies to limit or even eliminate the periodicity in bearing in the olive tree; namely: i) pruning the year before the expected high production, effectively reducing the subsequent fruit yield; ii) reduction of the high-density of the tiny olive fruits at the earliest possible developmental stage, by physical fruit excision; iii) early harvesting of the immature olive fruits (large but still green; before they become mature, which typically are purple, black, brown or pink, depending on the variety), which may help to reduce the alternate bearing severity in some cases, even though at such stage the flowering inhibition has already started; and iv) favoring the biosynthesis and accumulation of carbohydrate reserves in the olive tree, providing a proper nourishment (light, micronutrients/macronutrients, irrigation, etc) [8].

The induction-initiation cycle of olive tree takes about eight months. It starts in July, while the floral initiation occurs in November and the process is completed in March [9]. As indicated, the olive tree is well known for its extreme alternation, with considerable effect on crop yield. Due to this tendency, difference between “on” and “off” year product yield varies between 5–30 t/ha [2]. This is therefore a crucial phenomenom to consider for its cultivation management. For example, recent studies [10], [11] have shown that crop loads influence irrigation response, in a complex process where the degree of water deficit and the age of the orchad are interactive factors [12].

Dag et al. [13] showed that the main factor determining flowering and fruit yield in the olive tree was the existence of new mature buds. Since the transition from the vegetative to the reproductive phase is under the tight control of a complex genetic network [14], discovering control mechanisms of these transitions is crucial to understand the basis of this tendency. Ozdemir-Ozgenturk et al. [15] constructed cDNA libraries from young olive tree leaves and immature fruits, and arbitrarily sequenced 3,734 ESTs to identify the functions of the genes, and annotated them by homologies to known genes. In order to identify microRNA (miRNA) associated to such phase-transition in the olive tree, Donaire et al. [16] sequenced miRNA from the juvenile and adult shoots. They identified several miRNA, and suggested that miR156, miR172 and miR390 were involved in controlling the developmental transition. On the other hand, Fernández-Ocaña et al, 2010 have used subtractive cDNA libraries to identify a differentially expressed gene (*jat*) involved in the juvenile-to-adult transition of the olive tree.

On the other hand, the microarray analysis for genome-wide transcription analysis is a powerful approach to reveal the changes in the gene expression profiles of organisms in response to different conditions, and thus provides wide-scale insights into the underlying molecular mechanisms. In fact, the transcriptome profiling has been widely used to uncover regulatory processes in several plant species [17]–[23]. Microarray hybridization allows the use of closely-related non target species probe sets, thus paving the way for unsequenced genomes like the olive to be analyzed.

In the present study, the microarray expression profiling of six *O. europaea* samples from on-off years and ripe-unripe fruits was performed to facilitate the understanding of the molecular basis of the alternate bearing in the olive tree. A total of 136,628 oligonucleotide probe sets, based on the publicly available olive ESTs as well as the sequenced model species populus were arrayed by using a comparative genomics approach. The gene expression profiles with regard to different tissues and temporal stages were examined. The results presented will greatly help unravel the molecular network involved in the olive periodicity in addition to providing useful information for the olive breeding programs with a corresponding impact on olive agriculture in general.

## Materials and Methods

### Plant Material

Leaves of two side by side olive (*Olea europaea* cv. Ayvalık) trees (15 years old, about 5 m high, and approximately 4 m apart from each other) were collected from the Edremit Olive Seedling Growing Station (Balikesir Province, Turkey. All necessary permits were obtained for the described field studies). Six sample sets were prepared: i) unripe fruit (UF); ii) ripe fruit (RF); iii) “on-year” mature leaf (November sample, ON-M); iv) “on-year” juvenile leaf (July sample, ON-J); v) “off-year” mature leaf (November samples, OFF-M); and vi) “off-year” juvenile leaf (July sample, OFF-J). The fruited (on year) leaves were collected in July (juvenile) and November (mature) 2010, while the non-fruited (off year) leaves were taken in the same period of 2011. The unripe and ripe fruits were collected on July and October 2011 from an ‘on’ tree. After collection, the samples were directly transferred into liquid nitrogen and stored at –80°C until used. The “on year” and the “off year” olive trees were approximately 4 m apart from each other, and they were not shading one another.

### RNA Isolation, cDNA Synthesis, Labeling and Hybridization

For each sampling data, the total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The RNA quality was checked on 1.5% agarose gel, and the concentration of the RNA was determined using a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific, Lenexa, KS, USA). Two biological replicates of each six sample were used in the analysis. Double stranded cDNA was synthesized from 10 µg of total RNA using the SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen, Carlsbad, CA, USA) and labeled with Cy3 random nonamers with the One-Color DNA Labeling Kit (Roche NimbleGen, Madison, WI, USA). The following steps were carried out with the equipment and software from the same manufacturer. Thus, the transcriptome profiles of the samples were analyzed by direct comparison of the transcription activities between the six olive tree data sets on the same oligo microarray. The custom 12×135K array was incubated at 42°C for 17 h in a Hybridization System 4, and washed at room temperature following the manufacturer’s directions. Then, the microarray slide was scanned with 2 µm resolution using a MS 200 Microarray Scanner, generating the corresponding 532 nm TIFF images. The data were imported into the DEVA software to quantify the signal intensities of the spots on the image.

### Microarray Design

The microarrays were designed according to the Roche NimbleGen protocol. A large-scale custom microarray comprising a total of 136,628 oligonucleotide probes was designed for broad representation of the olive tree transcriptome. Due to the scarcity of olive tree Expressed Sequence Tag (EST) sequences in databases, we have conducted cross-species microarray hybridizations using oligoarrays derived from the closest-available related species (*Populus trichocarpa*). Thus, 16,629 probes were based on olive tree EST sequences, while the rest were from *P. trichocarpa* cDNA sequences. In consequence, some ESTs were non-annotated. The ESTs were spotted as duplicates and triplicates on the array. The array comprised 5,543 and 49,072 individual EST derived from the olive tree and poplar, respectively.

### Data Processing and Statistical Analyses

The normalization of the signal intensities was carried out with the DEVA software previously indicated. The signal intensities of the samples were transformed into log_2_-ratio data. The array data were normalized according to the quantile method for standardization [24], and the Robust Multichip Average (RMA) algorithm [25]. The dye-normalized and background-subtracted intensity data were exported into the ArrayStar software (DNAStar, Madison, WI, USA) to perform gene expression analyses. The Student’s *t-*test was used to identify differentially expressed genes. A gene was defined as being differentially expressed only if the log_2_-based expression value of the gene differed more than two-fold and *P*<0.05 between two data sets.

A single-raw intensity value was determined for each gene in the array by averaging two or three spot replicates of each gene. Out of 55,504 individual genes, 54,515 produced appropriate signals and thus were used for the further statistical analyses. The Basic Local Alignment Search Tool (BLAST) algorithm and BLAST to Gene Ontology (Blast2GO) tool was used against the National Center for Biotechnology Information (NCBI) database to annotate the genes corresponding to the hybridized cDNA signals. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed for the predicted target genes, to improve the elucidation of the biological functions of the genes. Putative mRNA sequences were used as queries against the KEGG database.

The data produced in this work have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE42950.

### Quantitative RT-PCR

To verify the microarray data, the expressions of nine selected genes were measured via quantitative Reverse-Transcription Polymerase Chain Reaction (qRT-PCR). The relative expression levels of the predicted olive tree genes were compared in the UF, RF, ON-M, OFF-M, ON-J and OFF-J samples. The expression profiles of these genes were also measured and the specific PCR primers used in the qRT-PCR are listed in Table 1. The reverse transcription reaction was performed with the Fermentas First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. The qRT-PCR experiments were carried out as previously reported [26]. Briefly, 2 µl of cDNA were amplified with 0.1 µl of specific primers in a total volume of 18 µl, using a LightCycler 480 Real-Time PCR System with SYBR Green I Master (Roche Applied Science, Penzberg, Germany). Specific PCR primers were designed using the Primer3Plus software version 2.3.3<http://primer3plus.com> [27]. The 18S rRNA (GenBank ID: AF147501; forward primer: 5′-GTGACGGGTGACGGAGAATT-3′; reverse primer: 5′-GACACTAATGCGCCCGGTAT-3′) was used as the normalizer RNA/cDNA/gene [28], [29]. The qRT-PCR conditions were as follows: preheating at 95°C for 10 min; and 40 cycles (95°C for 30 s; 52°C, 54°C or 57°C, depending on the cDNA annealing temperature, for 1 min; and 72°C for 10 min).

**Table 1:** Sequences of the primers used for qRT-PCR.

Seq_ID	GenBank Accession	Description	Forward Primer (5′ –>3′)	Reverse Primers (5′ –>3′)
FL684126	gi|256857013	Hypothetical protein	ATGTGCCGGTTCTCTTTCAG	GTTCACCGTTGAGGAGGTTC
GO243710	gi|242396505	Hypothetical protein	GGCAAGATTGACTCACAGCA	GAAGCCCTTTTCGAGGATTT
GO244999	gi|242394448	Hypothetical protein	CACTTTTCAGCCACAGGTCA	CCTCTGGCATTGGTTTCACT
GO245913	gi|242392926	Hypothetical protein	GTGGTGTTGGTGATGGGACT	ATGCTTCCGATTTTTGCATC
GO245304	gi|242394753	Hypothetical protein	AAAGGGGATGCCTCCATTAC	CATGTGCGGACACTATCAGG
GO244140	gi|242396935	Hypothetical protein	GCCTACCAGAGAACAACTTC	ATCGTCCACGTGTTTTAGGC
FL684126	gi|256857013	Hypothetical protein	ATGTGCCGGTTCTCTTTCAG	GTTCACCGTTGAGGAGGTTC
GO243710	gi|242396505	Hypothetical protein	GGCAAGATTGACTCACAGCA	GAAGCCCTTTTCGAGGATTT
GO244999	gi|242394448	Hypothetical protein	CACTTTTCAGCCACAGGTCA	CCTCTGGCATTGGTTTCACT
FL684399	gi|256857286	Hypothetical protein	CCATGCCACCAACTTCTTTT	AGCCAATAATGCGAGTGGTC

Three replicates were carried out for each sample. The gene expression levels were calculated as the mean-signal intensity across the three replicates. The normalizations were performed using the 18S rRNA.

## Results

To identify the genes involved in the alternate bearing phenomenon, the transcript expression values were analyzed on the six olive tree sample sets. The leaves and fruits were compared on the basis of their developmental stages (mature and juvenile), and the leaves were also evaluated by means of their timing (“on” and “off” years). 

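RNA of olive fruits and leaves was hybridized to a one-colour Cy3 oligonucleotide array, on which each probe set stands for an olive EST or a poplar gene model. Unripe fruits were collected in July 2011 and ripe fruits in October 2011. The off-year leaves were from July 2011 (OFF-J) and November 2011 (OFF-M), and the on-year leaves from July 2010 (ON-J) and November 2010 (ON-M), so that bearing year and calendar year are the same split of the leaves. By the paper's methods the on-year and off-year trees were neighbours, so that the tree follows the same split too. Each group had 2 arrays here except ON-M, which had 1, whereas the paper states 2 biological replicates of each sample. Nothing in hand says that the replicates came from separate trees, and the p-values then measure only the spread between these samples, which may be technical. The authors subtracted the background, quantile-normalized the arrays and summarized each probe set by RMA, and the values they deposited are on a log2 scale. From there, limma was fitted here to 54615 probe sets over all 11 arrays in 6 groups, with 5 residual degrees of freedom. The single ON-M array was taken to vary like the arrays of the other groups. A transcript was called higher or lower at a two-sided, Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 2, which is the size that the paper's tables list as their smallest fold change. Means are given with the SD over arrays, and a difference with its standard error from the same fit. The groups of transcripts follow the GO terms and descriptions in Tables 2, 3, S2, S3 and S4, and each name is the paper's match to another species. The number of arrays limits the precision of every value.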

The data obtained from the microarray analyses were arranged in five comparisons: i) unripe (UF) vs. ripe (RF) fruit; ii) “on-year” leaves of juvenile (ON-J) vs. mature (ON-M) stage; iii) “off-year” leaves of juvenile (OFF-J) vs. mature (OFF-M); iv) mature leaves of “on-year (ON-M) vs. “off-year” (OFF-M); and v) juvenile leaves of “on-year” (ON-J) vs. “off-year” (OFF-J).

### Accuracy of Microarray Analyses

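Probe sets designed on olive ESTs gave far brighter signals than those designed on poplar genes. The median of the 5543 olive probe sets lay between 9.83 and 11.43 on the 11 arrays, and that of the 49072 poplar probe sets between 5.78 and 5.88. Random control sequence, which should bind no transcript, gave 5.18 to 5.48. A log2 value above 8 was reached by 59.8% to 72.5% of the olive probe sets on an array, and by 9.83% to 11.6% of the poplar ones. The olive probe sets of both ripe fruit arrays had the lowest medians (9.83 and 10.22), followed by the ON-M array (10.66), and those of the other arrays lay between 10.80 and 11.43. Medians over all probe sets, olive and poplar, were 5.91 to 5.99. Each array held 54616 probe sets, of which 1 was the random control, and the averaged values per sample had 55504 lines, 889 of them empty. Only 1998 of the 54,615 lines of Table S1 were in hand, and all 1998 were within 0.015 of the array values.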

A total of 55,504 individual probes were designed, of which 54,515 produced detectable signals (Table S1). The intensities of the hybridization signals were used to determine the target concentrations. The hybridization of each sample was replicated to ascertain the quality of each probe in the array. The signals of the probes and the replicates of the whole data sets were analyzed to examine the accuracy of the hybridizations. 

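In log2 values over all probe sets, replicate arrays of unripe fruit were the closest pair and those of ripe fruit the farthest apart. Over all 54615 probe sets, the squared Pearson correlation of log2 values between replicates was 0.978 in UF, 0.960 in OFF-J, 0.959 in OFF-M, 0.932 in ON-J and 0.826 in RF. ON-M had a single array and gives no value. Among the olive ESTs alone the 5 pairs gave 0.964 (RF) to 0.995 (UF). On the linear scale, where the brightest transcripts weigh most, all probe sets gave 0.969 (ON-J) to 0.996 (UF), and RF (0.986) was not the farthest pair. In RF, 2253 probe sets differed by at least 2 on the log2 scale between replicates, only 117 of them olive, against 81 in UF, 197 in OFF-J, 221 in OFF-M and 402 in ON-J. These are correlations across probe sets within a pair of arrays, and probe sets are not independent replicates.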

The Pearson’s coefficient correlation between the replicated data sets showed almost a perfect correlation (R^2^∶ 0.99), indicating a very-high reproducibility of the microarray experiment (Figure 1).

**Figure 1:**
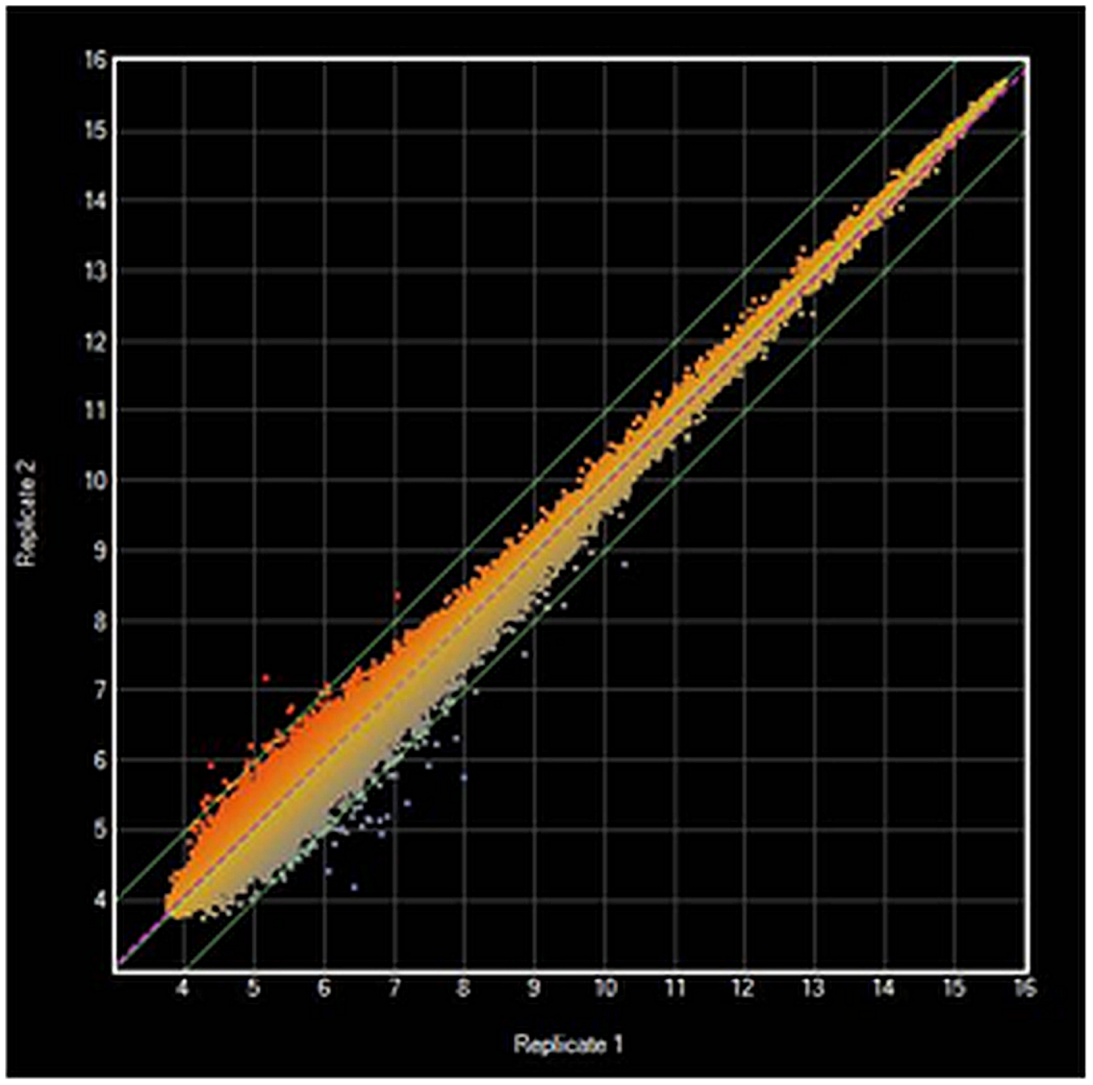
Scatter plot of replicates. A high correlation was found between the replicates (R^2^∶0.99).

The cluster analyses of the genes showed that samples collected from different organs could be sorted into different groups. Both the unripe and the ripe fruit samples fell into separate groups than the leaves, while the ripe fruit was placed far away from the rest. 

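Ripe fruit stood farthest from the other samples. The mean Euclidean distance of the RF arrays to the arrays of the other groups was 315, against 189 for UF and 173 to 183 for the leaf groups, which makes the RF distance 1.77 ± 0.20 (SD, n = 2 arrays) times that of the other groups. Hierarchical clustering into 2 groups left both RF arrays against all others, and 4 groups gave the 7 leaf arrays, the UF pair and each RF array by itself. UF was nearer to the leaves, at a mean distance of 158 to leaf arrays, than RF was, at 320.1. The RF arrays were also far from each other, 217 apart against 76.5 for the UF pair. With olive ESTs alone, 3 groups held the leaves, the UF pair and the RF pair, and the next division separated the ON-M array from the other leaves.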

The analyses also indicated that 54,515 genes could be sorted into two main groups on the basis of their expression levels (Figure 2). The first group contained highly-expressed genes. 

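Olive ESTs made up most of the brightest transcripts. Sorting the probe sets by k-means on their values over the 11 arrays gave 4880 with high expression, whose mean log2 value was 12.10, 15005 with intermediate expression (mean 7.45) and 34730 with low expression (mean 5.38). Of the olive probe sets 61.1% fell in the high class, 18.0% in the intermediate and 20.9% in the low class. Of the poplar probe sets 3.04% were in the high class and 68.4% in the low class, whose mean is close to that of the random control.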

The second group was divided into two subgroups; namely, the genes expressed at low levels, and the ones with intermediate expression levels.

**Figure 2:**
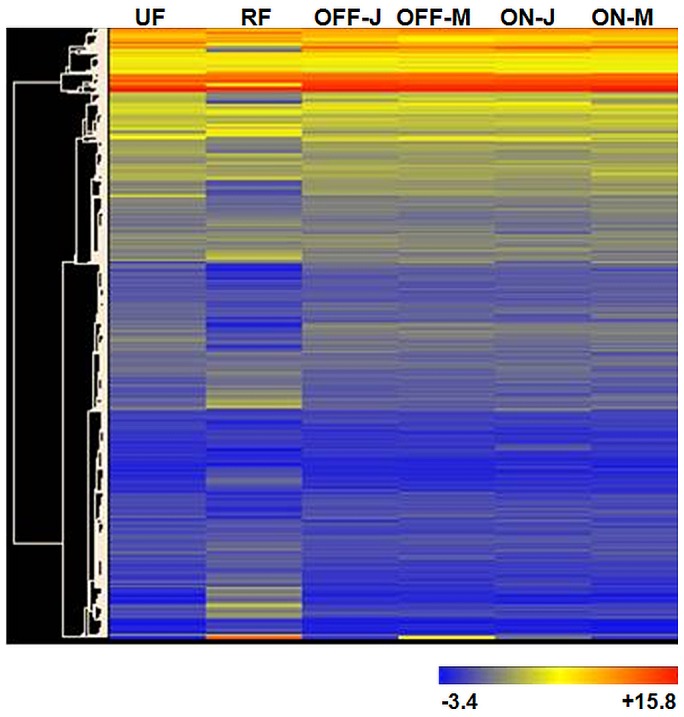
Heat map representing normalized signal intensities of 54,515 genes. Red indicates high, and blue indicates low gene expression.

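Across the leaf comparisons, transcripts of fatty acid metabolism, defense, amino acid metabolism and carbohydrate metabolism were among those with the largest differences. FL684392_1, an EST without a known process, fell to 5.43 in ON-M (n = 1) from 11.60 ± 0.21 in ON-J and was 11.85 ± 0.09 in OFF-M (SD, n = 2). Its log2 difference was -6.17 between ON-M and ON-J (standard error 0.30, adjusted p = 8.69e-05) and -6.42 between ON-M and OFF-M (standard error 0.30, adjusted p = 0.000116). Another EST without a known process, FL683787_1, rose from 4.65 ± 0.97 in OFF-J to 10.07 ± 0.07 in OFF-M, a log2 difference of 5.42 (standard error 0.40, adjusted p = 0.00282). Its OFF-J mean is below the random control of these arrays (5.25), so that the size of the difference depends on the background. In all, 485 transcripts were called in at least 1 of the 4 leaf comparisons.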

The analyses revealed that the expression of 699 transcripts were altered among leaves. They were involved in different biological processes. Most of them were grouped into eight biological processes (Figure 3). Of those, a wide set were involved in unknown biological processes, and the rest were mainly related to carbohydrate metabolism, stress response, transport, oxidoreductase (redox) activity, growth, lipid metabolism and hormone regulation. 

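Stress-related transcripts made up the longest of the annotated lists, and many of them changed with leaf stage. Of 142 transcripts of defense and stress response, 64 were lower and 8 higher in ON-M than in ON-J, and 19 were higher and 7 lower in OFF-M than in OFF-J. Adjusted over the list alone, these counts were 97 lower and 11 higher in the on year, and 21 higher and 7 lower in the off year. Without ON-J replicate 1 or 2, 31 were lower and 4 higher in the on year each time. Off-year calls fell to 3 higher and 2 lower without OFF-J replicate 2, to 3 and 1 without OFF-M replicate 1 and to 1 and 1 without OFF-M replicate 2. Water transport, the work of aquaporins in membranes, had 10 transcripts. Of these 6 were lower in ON-M than in ON-J (7 lower and 1 higher when adjusted over the list alone). In both countings 1 was higher in OFF-M than in OFF-J, a call lost without either OFF-M array. Both lists were drawn from the paper's tables of these samples, so neither the counts nor the list tests below are independent evidence of a direction. By limma's camera test, which sets a list against all other probe sets, the stress list was lower in ON-M than in ON-J (adjusted p = 1.73e-59, and adjusted p = 0.0401 with an estimated correlation) and not shifted between OFF-M and OFF-J (adjusted p = 0.0636). Water transport was lower in ON-M than in ON-J (adjusted p = 1.81e-09, and adjusted p = 0.0496 with an estimated correlation). It was also lower in OFF-M than in OFF-J (adjusted p = 0.0188), a call that is lost with an estimated correlation (adjusted p = 0.262).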

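At maturity more olive ESTs were lower than higher in the on year, and more were higher than lower in the off year. Between ON-M and ON-J, 253 olive ESTs were lower and 10 higher, and between OFF-M and OFF-J, 163 were higher and 16 lower. Of the 163, 95 belong to a block of 97 ESTs annotated only as carbohydrate metabolism, which may be ESTs of 1 transcript. Without that block 68 were higher. Of the 302 and 210 transcripts called in all, 32 were called in both years, 28 of them in the same direction. With the arrays centred on their olive medians, 136 transcripts were lower and 99 higher in ON-M, and 127 were higher and 71 lower in OFF-M. This centring shifts all probe sets of an array, the poplar ones included. Among the transcripts that fell in off-year leaves were GO243777_1, annotated with hypersensitivity, and eugene3.00140935, a putative protein kinase. GO243777_1 went from 11.80 ± 0.00 in OFF-J to 9.13 ± 0.11 in OFF-M (log2 difference -2.67, standard error 0.21, adjusted p = 0.0031), and the kinase from 8.17 ± 0.05 to 5.46 ± 0.16 (log2 difference -2.72, standard error 0.21, adjusted p = 0.0031; SD, n = 2). In either year, 480 transcripts were called between mature and juvenile leaves. Between on and off years, 85 were called in mature leaves and none in juvenile leaves by limma, where 53 had an unadjusted p under 0.05 and a log2 difference of at least 2, and 16 by the methods' t-test. Olive ESTs were over-represented among the calls, with an odds ratio of 62.5 for ON-M and ON-J, 52.8 for OFF-M and OFF-J and 25.6 for ON-M and OFF-M (two-sided Fisher's exact test, p = 6.24e-217, 4.89e-144 and 2.37e-44). These tests treat ESTs as separate transcripts, which those of the block may not be.

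**Figure D1:**
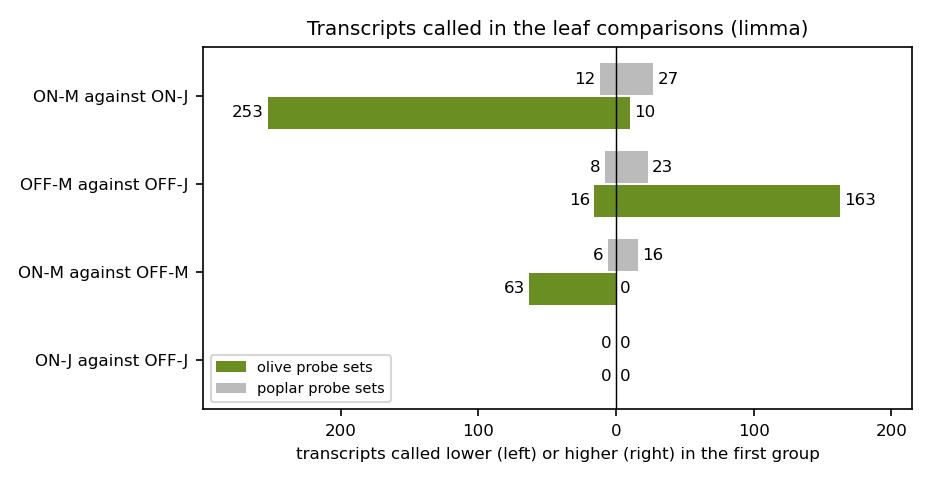
Number of transcripts called higher or lower in each of the 4 leaf comparisons, as bars for olive ESTs and poplar gene models. The bars for lower olive ESTs reach 253 in on-year maturation, and those for higher olive ESTs 163 in off-year maturation. Of the 163, 95 belong to a block of 97 carbohydrate ESTs that may be of 1 transcript.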

The comparison between the olive tree samples showed that 630 transcripts were differentially expressed between mature and juvenile leaves, and 245 transcripts were differentially expressed between “on” and “off” years (Figure 4).

**Figure 3:**
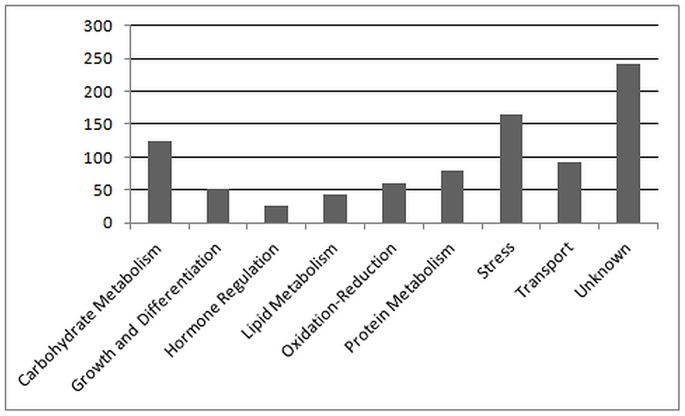
Differentially expressed transcripts between leaves comparisons. Transcripts are grouped on the basis of their predicted biological roles.

**Figure 4:**
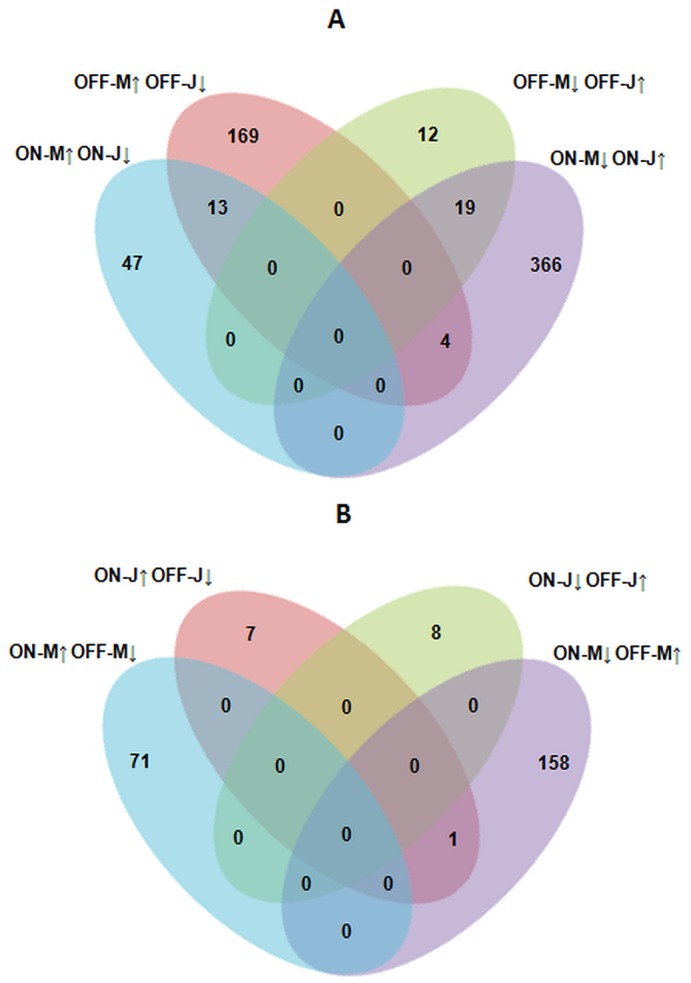
Genes differentially expressed according to the developmental stage and bearing year of leaves. Venn diagrams showing differentially expressed genes in the microarray experiments. Comparisons between juvenile and mature, and “on” and “off” years are shown in the panel A and B, respectively. Arrowhead orientation indicates up (↑) and down (↓) regulation.

### Transcriptome Analysis of Ripe versus Unripe Fruits

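Ripe and unripe fruits differed in about as many transcripts in either direction over all probe sets, most of which are poplar. FL683634_1, a fruitlet EST without a known process, rose from 4.53 ± 0.15 in UF to 14.06 ± 0.08 in RF (SD, n = 2), a log2 difference of -9.53 between UF and RF (standard error 0.40, adjusted p = 1.69e-06). GO244011_1, annotated with protein phosphorylation and signal transduction, rose from 5.08 ± 0.10 to 12.66 ± 0.18 (log2 difference -7.59, standard error 0.24, adjusted p = 6.97e-07). The UF means of both are below the random control of the UF arrays (5.18 and 5.24), so that the sizes of these differences depend on the background. At an adjusted p under 0.05 and any size, 18015 transcripts differed, 8862 higher in UF and 9153 higher in RF. Among the olive ESTs 1761 were higher in UF and 1153 in RF, and among the poplar gene models 7101 and 8000. The fit pools the spread of all groups, while the RF replicates were the farthest apart. With the fruit arrays alone 7101 transcripts differed in all, 3778 higher in UF and 3323 in RF. Without 1 replicate of UF the count was 7529 or 7975, without RF replicate 1 26158 and without RF replicate 2 17663. With the arrays centred on their olive medians, which shifts the poplar probe sets as well, 1977 were higher in UF and 29070 in RF.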

A comparison between fruits identified 13,898 genes with statistically significant expression differences between samples (*P*<0.05). A wide set of them were related to photosynthesis, carbohydrate metabolism processes, ion transport and homeostasis, cell growth and differentiation, cytoskeleton organization, stress response, fatty-acid metabolism, hormone-mediated signaling and biosynthesis, transcription, protein modifications, rRNA processing, and transport. 

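Transcripts of lipid metabolism and of oxidation-reduction were mostly higher in unripe fruit, and a block of ESTs annotated only as carbohydrate metabolism was higher in ripe fruit. Of 44 transcripts of lipid, cutin and wax metabolism, 27 were higher in UF and 1 in RF, with a median log2 difference of 3.56. Of 59 transcripts of oxidation-reduction, 30 were higher in UF and 3 in RF (median 2.62). Carbohydrate metabolism had 125 transcripts, 61 of them higher in RF and 10 in UF (median -1.87). All 61 belong to the block of 97 ESTs, 96 of them from the flower library, and of the other 28 transcripts 9 were higher in UF and none in RF by limma (median 0.40). Of 62 transcripts of ion transport and homeostasis, 3 were higher in UF and 4 in RF. Among 35 hormone-related transcripts 9 were higher in UF and 1 in RF, among 142 of defense and stress 38 and 9, among 10 of cytoskeleton and cell division 2 and 0, among 23 of transcription regulation 4 and 0, and among 10 of water transport 3 and 0. The counts were the same when adjusted over the list alone. Leaving out 1 array gave, for ion transport, 10 higher in UF without RF replicate 2, and 1, 10, 9 and 1 higher in RF without UF replicate 1, UF replicate 2, RF replicate 1 and RF replicate 2. Stress transcripts higher in RF were 14, 18 and 5 without UF replicate 2, RF replicate 1 and RF replicate 2, those of oxidation-reduction 5 and 6 without UF replicate 2 and RF replicate 1, and those of hormones 3 without RF replicate 1. Camera called lipid (adjusted p = 1.37e-16), oxidation-reduction (adjusted p = 5.06e-09), hormone (adjusted p = 0.0253) and defense and stress (adjusted p = 0.00822) higher in UF and carbohydrate (adjusted p = 1.08e-16) higher in RF. With an estimated correlation the adjusted p of these 5 lists was 0.0595, 0.266, 0.283, 0.557 and 0.262, so that all were lost. Against the other olive ESTs, the olive members of the hormone (adjusted p = 0.144) and stress (adjusted p = 0.214) lists were not shifted. Ion transport (adjusted p = 0.203, though its olive members were lower in UF against the other olive ESTs, adjusted p = 0.0469), cytoskeleton (0.453), transcription (0.28) and water transport (0.837, with a median of -0.46 opposite to the test's upward direction) were not shifted. The RF arrays also had the lowest olive medians of all arrays.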

A total of 1,058 genes showed higher expressions in the ripe than in unripe fruits. 

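Some ESTs of moderate signal in unripe fruit were bright in ripe fruit. FL684044_1, annotated with the response to oxidative stress, rose from 6.19 ± 0.17 in UF to 15.05 ± 0.08 in RF (log2 difference -8.86, standard error 0.33, adjusted p = 9.35e-07; SD, n = 2). FL684185_1, annotated with nucleoside metabolism and protein ubiquitination, rose from 7.11 ± 0.65 to 13.74 ± 0.13 (log2 difference -6.63, standard error 0.50, adjusted p = 4.41e-05). In all, 1800 transcripts were higher in RF by at least 2 on the log2 scale, of which 207 were olive ESTs and 1593 poplar gene models. Without RF replicate 1 there were 3408. With a mean log2 value of at least 6 required, 513 were called. With the arrays centred on their olive medians, which shifts the poplar probe sets as well, 9095 were higher in RF, 893 of them olive.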

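Among the transcripts with the largest differences between fruits, those higher in unripe fruit included ESTs of photosynthesis, salicylic acid metabolism, alcohol metabolism and proteolysis. GO244976_1, annotated with alcohol metabolism and the development of ovule, petal and stamen, was 13.92 ± 0.21 in UF and 5.04 ± 0.25 in RF (SD, n = 2), a log2 difference of 8.88 (standard error 0.35, adjusted p = 1.14e-06). GO244977_1, with the same annotation, differed by 8.63 (standard error 0.26, adjusted p = 6.92e-07). FL684196_1, annotated with proteolysis, was 13.45 ± 0.05 in UF and 5.13 ± 0.15 in RF (log2 difference 8.32, standard error 0.29, adjusted p = 8.01e-07). GO246036_1, of salicylic acid metabolism, differed by 8.19 (standard error 0.35, adjusted p = 1.71e-06). In all 4 transcripts the RF mean is below the random control of the RF arrays (5.36 and 5.48), so that the sizes of these differences depend on the background. FL683529_1, annotated with anthocyanin synthesis and regulation of flavonols, had its higher level in ripe fruit, 15.13 ± 0.11 against 6.16 ± 0.01 (log2 difference -8.97, standard error 0.27, adjusted p = 6.92e-07). A log2 difference of at least 2 was called for 3691 transcripts, 1891 of them higher in UF, and of at least 8 for 15 transcripts, 7 higher in UF and 8 in RF. Olive ESTs were called more often, 21.0% of them against 5.15% of the poplar gene models (two-sided Fisher's exact test, odds ratio 4.91, p = 3.65e-309). Without RF replicate 1 the counts were 6497 and 26, with a mean log2 value of at least 6 required 2345 passed the smaller size, and with olive-median centring 9864 did.

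**Figure D2:**
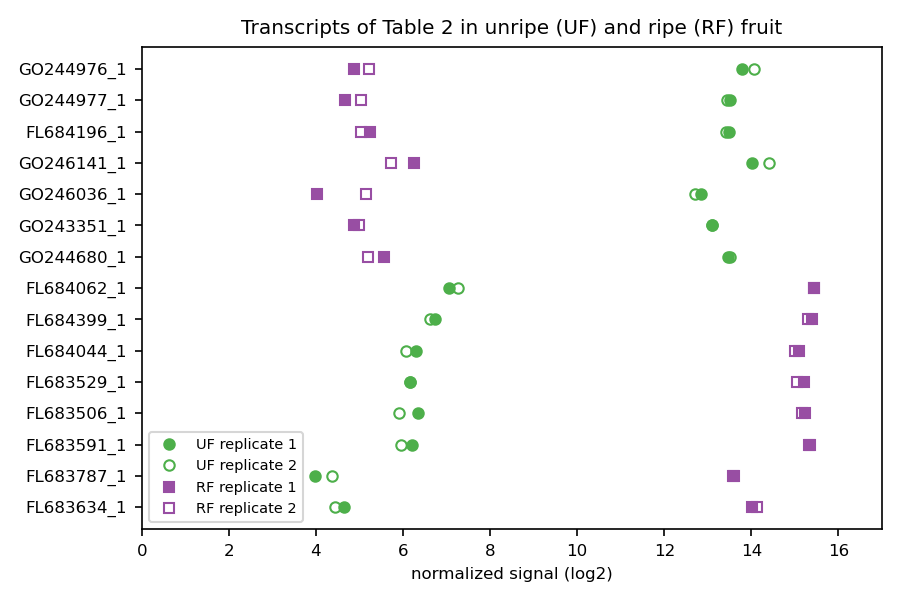
Log2 signal of the 15 transcripts of Table 2 on each replicate array of unripe and ripe fruit, as points. In each transcript the replicates of 1 stage lie at least 8 above those of the other on average.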

Among the differentially expressed transcripts, 2,648 genes showed more than two-fold change between the fruits, with 15 genes showing eight-fold differences (Table 2).

**Table 2:** Transcripts showing more than eight-fold differential gene expression between unripe and ripe fruits. Fold changes were given in log_2_-based numbers.

Seq_ID	Description	UF-RF-fold change*	*P* value	GO biological process
FL683634_1	FL683634 D_L16_F08_0414F_p12 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–9.53	0	Unknown
FL683787_1	FL683787 D_E21_C11_0414F_p13 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–9.41	0	Unknown
FL683591_1	FL683591 D_A06_A03_0414F_p14 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–9.26	0	Unknown
FL683506_1	FL683506 D_K02_F01_0414F_p14 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–9.08	0	Unknown
FL683529_1	FL683529 D_B20_A10_0414F_p12 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–8.97	0	Anthocyanin biosynthetic process, regulation of flavonol biosynthetic process, response to oxidative stress, response to sucrose stimulus, response to UV-B, toxin catabolic process
FL684044_1	FL684044 D_G09_D05_0414F_p13 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–8.86	0	Response to oxidative stress
FL684399_1	FL684399 D_I08_E04_0414F_p14 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–8.67	0	Unknown
FL684062_1	FL684062 A_G16_D08_0414F_p2 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	−8.28	0	Unknown
GO244680_1	GO244680 OEAA-070810_Plate5e16.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	8.12	0.00	Unknown
GO243351_1	GO243351 OEAA-070810_Plate1l16.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	8.17	0	Defense response to bacterium, photosynthetic electron transport in photosystem I, photosystem II assembly, regulation of proton transport, response to red light, response to blue light, response to far red light, response to high light intensity, response to karrikin, response to sucrose stimulus
GO246036_1	GO246036 OEAA-070810_Plate8o21.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	8.19	0	Salicylic acid metabolic process
GO246141_1	GO246141 OEAA-070810_Plate9d07.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	8.21	0	Metabolic process
FL684196_1	FL684196 A_D23_B12_0414F_p3 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	8.32	0	Proteolysis
GO244977_1	GO244977 OEAA-070810_Plate6b15.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	8.63	0	Alcohol metabolic process, ovule development, oxidation-reduction process, petal development, stamen development
GO244976_1	GO244976 OEAA-070810_Plate6b14.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	8.88	0	Alcohol metabolic process, ovule development, oxidation-reduction process, petal development, stamen development

(−) indicates down-regulation.

### Transcriptome Analyses of Mature versus Juvenile Leaves

A total of 449 genes were found to be differentially expressed within “on-year” leaves at the mature (ON-M) and juvenile (ON-J) stages (two-fold change, *P*<0.05), the majority of them being up-regulated in the juvenile leaves (87.5%). 

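Most of the transcripts that differed between the on-year leaf stages were lower in the mature leaves. GO243240_1, annotated with lipid metabolism, fell from 13.48 ± 0.01 in ON-J (SD, n = 2) to 7.33 in ON-M (n = 1), a log2 difference of -6.14 (standard error 0.25, adjusted p = 8.69e-05). The defense ESTs GO243211_1 and GO243814_1 fell by 5.85 (standard error 0.32, adjusted p = 0.000127) and by 5.84 (standard error 0.28, adjusted p = 8.69e-05) on the log2 scale. In the other direction, gw1.123.49.1, a CONSTANS-LIKE transcription factor of the family that controls flowering time, rose from 4.95 ± 0.09 to 10.02 (log2 difference 5.08, standard error 0.42, adjusted p = 0.000904). A RAB GDP-dissociation inhibitor of protein transport, fgenesh4_pg.C_LG_XVII000057, rose by 4.99 (standard error 0.81, adjusted p = 0.0349), a call lost without ON-J replicate 1 (log2 difference 5.47, adjusted p = 0.0973) or replicate 2 (4.51, adjusted p = 0.143). For both gene models the ON-J mean (4.95 and 4.38) is below the random control (5.21 and 5.27), so that the sizes of these rises depend on the background. In all, 302 transcripts were called, 265 lower and 37 higher in ON-M, so that 87.7% were higher in the juvenile leaves. Without ON-J replicate 1 the count was 190, and with the arrays of these groups alone 74. With the arrays centred on their olive medians, 136 were lower and 99 higher in ON-M, whose array has an olive median below that of both ON-J arrays.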

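The lists of ion transport, lipid metabolism and oxidation-reduction had mostly lower values in the mature on-year leaves. Of 62 transcripts of ion transport and homeostasis, 24 were lower and 1 higher in ON-M than in ON-J (54 lower and 1 higher when adjusted over the list alone). A block of 49 cation transport ESTs, which may be ESTs of 1 transcript, had 20 called lower (46 when adjusted over the block alone). Its median on the ON-M array was 5.23, close to the random control (5.20), so that the size of its fall depends on the background. Of 12 transcripts of photosynthesis and chlorophyll, 4 were lower and 1 higher, in both countings. Cytoskeleton and cell division, with 10 transcripts, had none called by limma, and 5 lower and 2 higher when adjusted over the list alone. Protein kinases, which pass on signals by phosphorylating other proteins, had 5 lower and 3 higher of 27 (19 lower and 3 higher when adjusted over the list alone). Leaving out ON-J replicate 1 left 4 lower of ion transport, 2 of photosynthesis and 3 of kinases (1 higher), and leaving out replicate 2 left 6, 2 and 3. The lists were chosen from the study's tables of these arrays, and neither their counts nor the camera results are independent evidence of the direction. Camera gave adjusted p = 8.74e-55 for ion transport (adjusted p = 0.045 with an estimated correlation), 0.000241 for photosynthesis (adjusted p = 0.0644 with an estimated correlation), 0.0268 for the cytoskeleton (adjusted p = 0.112 with an estimated correlation) and 1.94e-15 for kinases (adjusted p = 0.0747 with an estimated correlation), all towards lower values in ON-M.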

The majority of the differentially expressed genes were related to cell organization and biogenesis, ion transport and homeostasis, lipid metabolic process, photosynthesis, oxidation-reduction, and responses to biotic and abiotic stresses (Table S2).

On the other hand, there were 217 differentially expressed genes between the juvenile (OFF-J) and the mature (OFF-M) “off-year” leaves. They were mainly annotated within the carbohydrate metabolic pathways, response to stresses, cell wall organization, and developmental processes. 

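In off-year leaves most of the called transcripts were higher at maturity. GO245017_1, annotated with lipid transport, rose from 9.17 ± 0.47 in OFF-J to 13.68 ± 0.04 in OFF-M (SD, n = 2), a log2 difference of 4.51 (standard error 0.31, adjusted p = 0.00218). FL684184_1, annotated with protein folding and the response to endoplasmic reticulum stress, fell from 13.16 ± 0.06 to 10.51 ± 0.24 (log2 difference -2.65, standard error 0.31, adjusted p = 0.00776). Its call was lost without OFF-J replicate 2 (adjusted p = 0.0646), OFF-M replicate 1 (adjusted p = 0.0802) or OFF-M replicate 2 (adjusted p = 0.0634), at log2 differences of -2.69, -2.48 and -2.82. In all, 210 transcripts were called, 186 higher and 24 lower in OFF-M. Of the 186, 95 belong to a block of 97 ESTs annotated only as carbohydrate metabolism, which may be ESTs of 1 transcript. Without OFF-J replicate 2 the count was 141, with 74 higher, and without OFF-M replicate 1 or 2 it was 59 or 53. With the arrays centred on their olive medians, 127 were higher and 71 lower.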

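Cell wall transcripts went both ways at maturity in off-year leaves. Of 25 cell wall transcripts, 6 were higher and 5 lower in OFF-M than in OFF-J (7 higher and 5 lower when adjusted over the list alone). Leaving out any 1 of the arrays left 3 lower, and 5 higher without OFF-J replicate 1, 1 without OFF-J replicate 2 and none by limma without either OFF-M array. One of them, GO245518_1, annotated with the regulation of secondary cell wall formation and the response to abscisic acid, fell from 12.23 ± 0.06 to 9.60 ± 0.10 (SD, n = 2), a log2 difference of -2.63 (standard error 0.48, adjusted p = 0.0491). Leaving out any 1 of the 4 arrays ended its call, with log2 differences of -2.59 and -2.67 without OFF-J replicate 1 and 2 and of -2.56 and -2.70 without OFF-M replicate 1 and 2. Flavonoid transcripts, which serve as pigments and light screens, had 2 higher and none lower of 10, with the same counts when adjusted over the list alone, and 1 higher when any 1 of the arrays was left out. Since these lists come from the study's tables of the same arrays, neither the counts nor the camera results are independent evidence. Camera found no shift of the cell wall list (adjusted p = 0.744), whose median of -0.21 ran opposite to the test, and a shift of the flavonoid list towards OFF-M (adjusted p = 0.0472) that is lost with an estimated correlation (adjusted p = 0.37).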

The regulation of most of the developmental processes and carbohydrate metabolism genes were increased in the mature leaves in relation to the immature ones (Table S2).

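Carbohydrate transcripts, most of them in a block of ESTs from a flower library, had higher values in mature than in juvenile off-year leaves. Most of the calls were lost when OFF-M was left with 1 array, whichever it was. Of 125 carbohydrate transcripts, 104 were higher and 1 lower in OFF-M than in OFF-J, with a median log2 difference of 2.64. Adjusted over the list alone, 105 were higher and 2 lower. Without OFF-J replicate 2 43 were called higher, without OFF-M replicate 1 14 and without OFF-M replicate 2 5, while the median stayed at 2.33, 2.74 and 2.55. A block of 97 ESTs annotated only as carbohydrate metabolism, 96 of them from the flower library, gave 95 of these calls, and 42, 13 and 4 without the same arrays. GO245913_1, annotated with carbohydrate metabolism and the growth of meristems, rose from 7.24 ± 0.32 to 12.16 ± 0.12 (SD, n = 2), a log2 difference of 4.92 (standard error 0.33, adjusted p = 0.00218). The list of flower development had 107 of 137 transcripts higher and 2 lower (110 and 2 when adjusted over the list alone; 46, 14 and 5 higher without the same arrays), but 96 of the 137 also belong to the carbohydrate list. Of the 17 matched by a GO term of flower development, 1 was higher and 1 lower. By camera the carbohydrate list was higher in OFF-M (adjusted p = 1.23e-127, and adjusted p = 0.0401 with an estimated correlation), as was the flower list (adjusted p = 1.52e-109), whose call is lost with an estimated correlation (adjusted p = 0.0519). The lists were drawn from the paper's tables of these comparisons, and neither the counts nor the camera results are independent evidence.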

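Transcripts called at leaf maturation in both years included ESTs of protein breakdown, cell wall formation and karrikin response. GO243651_1, annotated with proteolysis, rose from 9.22 ± 0.64 in OFF-J to 13.94 ± 0.18 in OFF-M and from 10.54 ± 0.05 in ON-J (SD, n = 2) to 13.45 in ON-M (n = 1). Its log2 difference was 4.72 in the off year (standard error 0.32, adjusted p = 0.00218) and 2.92 in the on year (standard error 0.40, adjusted p = 0.0151). The on-year call was lost without ON-J replicate 1 (log2 difference 2.88, adjusted p = 0.0904) or replicate 2 (2.96, adjusted p = 0.0626). In all, 32 transcripts were called in both years, whose comparisons share no array but use the same residual variance of each transcript.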

The analyses revealed that 36 transcripts were differentially expressed between juvenile and mature leaves, irrespective of the bearing of the plants. 

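GO244140_1, an EST of fatty acid metabolism, was lower in mature leaves of both years. It went from 11.91 ± 0.48 in ON-J to 6.36 in ON-M, and from 11.09 ± 0.20 in OFF-J to 8.47 ± 0.26 in OFF-M (SD, n = 2, and n = 1 for ON-M). The log2 differences were -5.55 (standard error 0.49, adjusted p = 0.00117) and -2.62 (standard error 0.40, adjusted p = 0.0212). Its off-year call was lost without any 1 of the arrays, at log2 differences of -2.48, -2.76, -2.44 and -2.80 without OFF-J replicates 1 and 2 and OFF-M replicates 1 and 2. Of the transcripts called in both years, 28 moved in 1 direction in both, 11 of them higher and 17 lower in mature leaves. The count was 14 with only the arrays of the compared groups, and 19, 22, 14, 13, 18 and 24 without OFF-J replicate 1 or 2, OFF-M replicate 1 or 2, or ON-J replicate 1 or 2. With the arrays centred on their olive medians it was 57.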

Among those, 32 transcripts showed developmental stage-specific expression patterns in leaves (Table S3). For example, the probe ID GO245535_1 was more expressed in mature leaves than in juvenile ones of both “on” and “off” years. 

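GO245535_1, annotated with the response to karrikin, a germination signal found in smoke, rose from 9.86 ± 0.29 in ON-J (SD, n = 2) to 13.65 in ON-M (n = 1). In the off year it rose from 9.13 ± 0.48 in OFF-J to 13.49 ± 0.13 in OFF-M (SD, n = 2). The log2 difference was 3.79 in the on year (standard error 0.43, adjusted p = 0.00566) and 4.36 in the off year (standard error 0.35, adjusted p = 0.00337). The on-year call was lost when only the arrays of both on-year groups were fitted.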

A similar pattern was observed for the expression of FL683438_1, being down-regulated with leaf maturation, irrespective of the timing. 

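FL683438_1, a fruitlet EST without a known process, fell from 13.25 ± 0.01 in ON-J (SD, n = 2) to 9.82 in ON-M (n = 1), a log2 difference of -3.43 (standard error 0.32, adjusted p = 0.00168). It fell from 13.06 ± 0.07 in OFF-J to 10.42 ± 0.19 in OFF-M, a log2 difference of -2.64 (standard error 0.26, adjusted p = 0.00538). Without OFF-M replicate 1 or 2 the off-year difference was -2.51 (adjusted p = 0.0577) or -2.77 (adjusted p = 0.0509), and the call was lost. The on-year call was lost with only the arrays of its own groups.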

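Cell wall, proteolysis and growth were each represented among the transcripts called in both years. GO245304_1, annotated with syncytium formation, in which cell walls are loosened, and with karrikin response, fell from 11.35 ± 0.01 in ON-J (SD, n = 2) to 6.00 in ON-M (n = 1) and from 10.45 ± 0.26 in OFF-J to 7.43 ± 0.05 in OFF-M. The log2 differences were -5.35 (standard error 0.32, adjusted p = 0.000222) and -3.01 (standard error 0.26, adjusted p = 0.0035). The meristem growth EST GO245913_1 rose in the on year as well, to 11.10 in ON-M, a log2 difference of 2.82 (standard error 0.40, adjusted p = 0.0187). That call was lost without ON-J replicate 1 (2.78, adjusted p = 0.104) or replicate 2 (2.87, adjusted p = 0.073). Of 21 transcripts of proteolysis, 2 were higher and 7 lower in ON-M than in ON-J, and 6 higher and 3 lower in OFF-M than in OFF-J. Of 23 of transcription regulation the counts were 5 higher and 6 lower, and 5 higher and 2 lower. Adjusted over the list alone they were 3 and 8, 7 and 3, 7 and 8, and 6 and 2. Without ON-J replicate 1 or 2 proteolysis had 0 or 1 higher by limma, and transcription 3 higher and 2 lower each time. Higher in OFF-M were 2 of proteolysis without OFF-J replicate 2 or either OFF-M array, and of transcription 1 without OFF-J replicate 2 and none by limma without either OFF-M array. The study chose these lists on the same samples, so neither the counts nor the camera results are independent evidence. Camera shifted proteolysis downwards in the on year (adjusted p = 0.000216, but adjusted p = 0.0595 with an estimated correlation), not in the off year (adjusted p = 0.5), and transcription in neither (adjusted p = 0.591 and 0.42). In the off year the transcription list had a median of -0.32, opposite in sign to its test.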

The GO analyses showed that those 36 genes were mainly involved in the cell wall biogenesis, transcription regulation, growth, proteolysis, and biotic/abiotic stress responses.

### Transcriptome Analyses of “on” versus “off” Year Leaves

Comparing the mature leaves of both years (ON-M and OFF-M), 230 genes were found to be differentially expressed (Table S4), which were mainly involved in ion transport and homeostasis, hormone response, developmental processes, response to stress, lipid metabolism, oxidation-reduction, growth and development, transport, response to chemical stimuli, cell organization and biogenesis, and other cellular and metabolic processes. On the other hand, only 16 transcripts were identified to be differentially expressed between juvenile leaves of “on” (ON-J) and “off” (OFF-J) years. Of those, the majority had unknown biological roles (Table S4). 

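Most of the transcripts that differed between mature leaves of the 2 years were lower in the on year, whereas those that were higher were all poplar gene models. GO243710_1, annotated with metabolism, was 5.58 in ON-M (n = 1) and 10.07 ± 0.13 in OFF-M (SD, n = 2), a log2 difference of -4.48 (standard error 0.50, adjusted p = 0.0111). Its call was lost without OFF-M replicate 1 (-4.39, adjusted p = 0.0943) or replicate 2 (-4.57, adjusted p = 0.0717). A leucine-rich repeat kinase, fgenesh4_pm.C_LG_IV000224, was 10.84 in ON-M and 5.99 ± 0.42 in OFF-M (log2 difference 4.85, standard error 0.34, adjusted p = 0.00118), and an SNF2 helicase of chromatin remodelling, eugene3.01250091, was 9.46 and 4.44 ± 0.01 (log2 difference 5.02, standard error 0.41, adjusted p = 0.00244). The OFF-M mean of the helicase is below the random control (5.24 and 5.25), so that the size of the difference depends on the background. A BTB-POZ and MATH domain protein annotated with the response to salt and water stress, estExt_Genewise1_v1.C_660290, was 12.92 and 8.49 ± 0.46 (log2 difference 4.43, standard error 0.32, adjusted p = 0.00118). In all, 85 transcripts were called, 69 lower in ON-M (63 olive and 6 poplar) and 16 higher (all poplar). The olive median of the ON-M array was 10.66 against 11.34 and 11.40 in OFF-M. With olive-median centring, which shifts the poplar probe sets as well, the counts were 30 lower, all olive, and 24 higher. Without OFF-M replicate 1 the count was 43, without replicate 2 58, and with only the arrays of these groups 52. Without the ripe fruit arrays, a setting chosen after the data were seen, it was 142.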

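On and off differences in juvenile leaves did not pass the test, for example in a transcript of jasmonic acid synthesis. FL683585_1, annotated with jasmonic acid synthesis and wounding, was 12.19 ± 0.27 in ON-J and 10.11 ± 0.57 in OFF-J (SD, n = 2), a log2 difference of 2.08 (standard error 0.29, adjusted p = 0.306). The poplar match of SAG12, a marker of leaf senescence, gw1.VII.2355.1, was 5.82 ± 0.01 and 8.32 ± 0.54 (log2 difference -2.50, standard error 0.31, adjusted p = 0.201). By limma 0 transcripts were called. At an unadjusted p under 0.05 and a log2 difference of at least 2 there were 53 by limma, 34 higher and 19 lower in ON-J, and 16 by the methods' t-test, 8 in each direction, with 0 after Benjamini-Hochberg adjustment of the latter. Leaving out 1 array changed the count to 13 without OFF-J replicate 1, 22 without OFF-J replicate 2, 2 without ON-J replicate 1 and 144 without ON-J replicate 2. With a prior that follows signal intensity, 5 transcripts were called.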

Taking these two comparisons into account, only one transcript was found to be common. However, the probe FL684126_1, playing a role in the flavonoid biosynthetic processes, was more expressed (2.13-fold) in the “on-year” juvenile leaves (ON-J) than in the “off-year” juvenile ones (OFF-J), while its expression was 4.76-fold down-regulated in the “on-year” mature (ON-M) relative to the “off-year” mature (OFF-M) leaves.

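FL684126_1 was called in mature leaves, while in juvenile leaves its adjusted p was 0.228. By limma no transcript was therefore called in both on and off comparisons. At an unadjusted p under 0.05 and the same size there were 2 by limma and 1 by the methods' t-test, and 1 each with a prior that follows signal intensity and without OFF-J replicate 1.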

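FL684126_1, an EST of flavonoid synthesis from the fruitlet library, had opposite on and off differences at the 2 leaf stages on the array, but not by qRT-PCR. In juvenile leaves it was 10.89 ± 0.14 in ON-J and 8.76 ± 0.57 in OFF-J (SD, n = 2), a log2 difference of 2.13 (standard error 0.28) that did not pass the test. In mature leaves it was 8.65 in ON-M (n = 1) and 13.42 ± 0.03 in OFF-M, a log2 difference of -4.76 (standard error 0.34, adjusted p = 0.00118). The difference between both differences was itself tested, as the interaction of bearing year and leaf stage, and was -6.90 (standard error 0.44, adjusted p = 0.00125). By qRT-PCR the on and off difference was -2.50 in mature and -3.10 in juvenile leaves, and the difference between both was 0.60 (standard error 0.42). The transcript also rose with maturation in the off year (log2 difference 4.66, standard error 0.28, adjusted p = 0.00218) and fell with it in the on year (-2.24, standard error 0.34, adjusted p = 0.0257), where qRT-PCR gave a rise of 4.60. The on-year fall was lost without ON-J replicate 1 (-2.33, adjusted p = 0.0973) or replicate 2 (-2.14, adjusted p = 0.103).

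**Figure D3:**
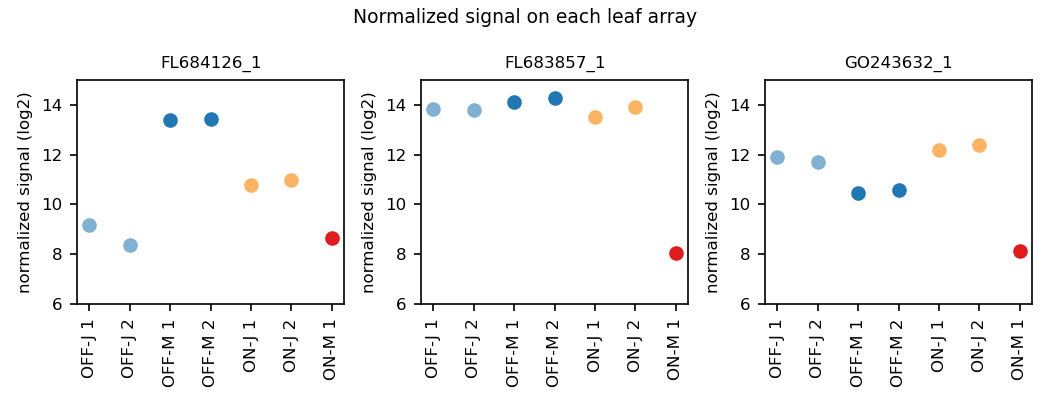
Log2 signal of FL684126_1 (flavonoid synthesis), FL683857_1 (amino acid metabolism) and GO243632_1 (cutin synthesis and flower development) on each leaf array, as points by group. The single ON-M point of each transcript lies below both OFF-M points.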

The comparison between the “on” and “off” year transcripts showed that a wider set of transcripts were differentially regulated in the mature leaves than in the juvenile ones. In addition to that, the gene ontology analyses revealed that the majority of the transcripts related to oxidation-reduction, carbohydrate metabolism, ion transport and homeostasis were up-regulated in the “off” year of the mature leaves, while the juvenile leaves did not reveal a similar pattern (Table 3).

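The difference between stages was tested for each transcript as an interaction, and 105 transcripts passed, 85 with the on and off difference lower in mature leaves and 20 with it higher. eugene3.02430009, a poplar model matched to a hypothetical bacterial protein, was 15.52 in ON-M (n = 1) against 8.92 ± 0.08 in OFF-M (SD, n = 2), a log2 difference of 6.60 in mature leaves (standard error 0.47, adjusted p = 0.00118). In juvenile leaves its difference was -0.60 (standard error 0.39), and the interaction was 7.20 (standard error 0.61, adjusted p = 0.00512). Also for GO243710_1 the interaction was called, at -7.25 (standard error 0.64, adjusted p = 0.00531), from 2.77 in juvenile leaves, while by qRT-PCR it was -1.03 (standard error 0.55). The number of interactions was 33 without OFF-J replicate 2, 22 and 28 without OFF-M replicates 1 and 2, 23 without ON-J replicate 1, and 40 with replicates as blocks. With olive-median centring, which shifts the poplar probe sets as well, 104 passed, 71 higher and 33 lower.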

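Most transcripts of oxidation-reduction, carbohydrate metabolism and ion transport had lower values in mature on-year leaves, but few passed the test singly. Olive ESTs as a whole were dimmer on the ON-M array. Of 59 transcripts of oxidation-reduction 54 had lower values in ON-M than in OFF-M, and 8 of them were called (2 without either OFF-M array). GO243842_1, annotated with amine metabolism and oxidation-reduction, was 11.31 in ON-M (n = 1) and 14.28 ± 0.07 in OFF-M (SD, n = 2), a log2 difference of -2.97 (standard error 0.25, adjusted p = 0.00313). It was no longer called with olive-median centring, where its size stayed above 2 but the adjusted p did not pass. Of 125 carbohydrate transcripts 117 had lower values and none was called by limma over all probe sets. A block of 97 ESTs annotated only as carbohydrate metabolism gave 97 of the 117. Of the 28 transcripts outside it, 20 had lower and 8 higher values. In a block of 49 cation transport ESTs 48 had lower values. Each block may be ESTs of 1 transcript, so these are not counts of separate genes. Of 62 transcripts of ion transport 58 had lower values and 1 was called, which was lost without either OFF-M array. Adjusted over the list alone, 17 of oxidation-reduction were lower and 2 higher, 7 of carbohydrate metabolism lower and 4 higher, and 21 of ion transport lower and 3 higher. In juvenile leaves none was called by limma in the 3 lists, and adjusted over the list alone 3, 0 and 1 were higher in ON-J and 0, 1 and 0 lower. As the study chose these transcripts on the same arrays, neither the counts nor the camera results are independent evidence of direction. Camera placed oxidation-reduction (adjusted p = 4.2e-48), carbohydrate (1.28e-65) and ion transport (3.21e-50) lower in ON-M than in OFF-M, with adjusted p = 0.0519, 0.0671 and 0.0475 with an estimated correlation. In juvenile leaves it placed the same lists higher in ON-J (adjusted p = 5.78e-29, 1.42e-62 and 1.42e-31), with adjusted p = 0.0749, 0.0684 and 0.0679 with an estimated correlation. No test compared the 2 stages for a list as a whole.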

**Table 3:** List of differentially expressed transcripts associated to oxidation-reduction metabolism, carbohydrate metabolism, ion transport and homeostasis between “on” and “off” years.

Seq_ID	Description	ON_M/OFF_M_fold change	*P* value	GO biological process	KEGG pathway
GO244165_1	GO244165 OEAA-070810_Plate3o13.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–3.43	0.00	Transmembrane transport, water transport, response to abscisic acid stimulus	Unknown
GO243991_1	GO243991 OEAA-070810_Plate3h07.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–3.35	0.00	Oxidation-reduction process, fatty acid metabolic process	Fatty acid metabolism, retinol metabolism, steroid hormone biosynthesis, linoleic acid metabolism, drug metabolism - cytochrome P450, drug metabolism - other enzymes, metabolism of xenobiotics by cytochrome P450, caffeine metabolism, aminobenzoate degradation, tryptophan metabolism
GO243114_1	GO243114 OEAA-070810_Plate1b09.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–3.31	0.00	Flavonol biosynthetic process, oxidation-reduction process, response to karrikin, response to light stimulus	Flavonoid biosynthesis
GO244094_1	GO244094 OEAA-070810_Plate3l14.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–3.24	0.00	Fatty acid metabolic process, oxidation-reduction process	Fatty acid metabolism, retinol metabolism, steroid hormone biosynthesis, linoleic acid metabolism, drug metabolism - cytochrome P450, drug metabolism - other enzymes, metabolism of xenobiotics by cytochrome P450, caffeine metabolism, aminobenzoate degradation, tryptophan metabolism
GO243842_1	GO243842 OEAA-070810_Plate3b01.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.97	0.00	Oxidation-reduction process, amine metabolic process	Isoquinoline alkaloid biosynthesis, phenylalanine metabolism, glycine, serine and threonine metabolism, tyrosine metabolism, beta-Alanine metabolism, Tropane, piperidine and pyridine alkaloid biosynthesis
GO243358_1	GO243358 OEAA-070810_Plate1l24.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.96	0.00	Oxidation-reduction process, amine metabolic process, amine metabolic process	Isoquinoline alkaloid biosynthesis, phenylalanine metabolism, glycine, serine and threonine metabolism, tyrosine metabolism, beta-Alanine metabolism, Tropane, piperidine and pyridine alkaloid biosynthesis
GO243043_1	GO243043 OEAA-070810_Plate10o07.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.95	0.00	Transmembrane transport, response to abiotic stimulus, monovalent inorganic cation transport, response to chemical stimulus, calcium ion transport, cellular divalent inorganic cation homeostasis, response to stress	Unknown
GO243363_1	GO243363 OEAA-070810_Plate1m05.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.93	0.00	Oxidation-reduction process, fatty acid metabolic process	Fatty acid metabolism, retinol metabolism, steroid hormone biosynthesis, linoleic acid metabolism, drug metabolism - cytochrome P450, drug metabolism - other enzymes, metabolism of xenobiotics by cytochrome P450, caffeine metabolism, aminobenzoate degradation, tryptophan metabolism
GO245033_1	GO245033 OEAA-070810_Plate6d24.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.82	0.01	Fatty acid metabolic process, oxidation-reduction process	Fatty acid metabolism, retinol metabolism, steroid hormone biosynthesis, linoleic acid metabolism, drug metabolism - cytochrome P450, drug metabolism - other enzymes, metabolism of xenobiotics by cytochrome P450, caffeine metabolism, aminobenzoate degradation, tryptophan metabolism
GO245373_1	GO245373 OEAA-070810_Plate7c14.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.80	0.00	Cellular divalent inorganic cation homeostasis, monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport	Unknown
GO242798_1	GO242798 OEAA-070810_Plate10d24.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.55	0.00	Carbohydrate metabolic process	Other glycan degradation, cyanoamino acid metabolism
GO243051_1	GO243051 OEAA-070810_Plate10o15.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.53	0.00	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
GO243038_1	GO243038 OEAA-070810_Plate10o02.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.49	0.00	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
GO243685_1	GO243685 OEAA-070810_Plate2j24.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.42	0.01	Brassinosteroid biosynthetic process, response to oxidative stress, trichoblast differentiation, oxidation-reduction process, nitrate transport, response to desiccation, response to cold, hyperosmotic salinity response, cellular response to iron ion starvation, iron ion transportresponse to nitrate	Phenylalanine metabolism, phenylpropanoid biosynthesis, methane metabolism
GO244702_1	GO244702 OEAA-070810_Plate5f15.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.42	0.00	Calcium ion transport, cellular cation homeostasis, water transport, methylammonium transmembrane transport, urea transmembrane transport, response to salt stress	Unknown
GO246108_1	GO246108 OEAA-070810_Plate9b22.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.39	0.00	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
GO243337_1	GO243337 OEAA-070810_Plate1l02.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.38	0.02	Oxidation-reduction process, lipid metabolic process	GO243337_1
FL683558_1	FL683558 A_M17_G09_0414F_p1 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–2.32	0.00	Glycolysis, golgi organization, hyperosmotic response, regulation of protein localization, response to cadmium ion, response to salt stress, response to temperature stimulus, response to water deprivation, transmembrane transport, water transport, carbon dioxide transport	Unknown
GO242745_1	GO242745 OEAA-070810_Plate10b19.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.32	0.00	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
GO246184_1	GO246184 OEAA-070810_Plate9f02.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.24	0.01	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
eugene3.00040001	SKS4 (SKU5 Similar 4)	–2.22	0.00	Oxidation-reduction process	Unknown
GO245788_1	GO245788 OEAA-070810_Plate8e07.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.22	0.00	Oxidation-reduction process	Amino sugar and nucleotide sugar metabolism, isoquinoline alkaloid biosynthesis, peptidoglycan biosynthesis
FN998444_1	FN998444 FN998444 *Olea europaea* flower *Olea europaea* cDNA clone c2-2-F11	–2.21	0.04	Carbohydrate metabolic process	Unknown
GO242755_1	GO242755 OEAA-070810_Plate10c05.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.21	0.02	Transport	Transport
GO246009_1	GO246009 OEAA-070810_Plate8n16.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.19	0.01	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
GO246175_1	GO246175 OEAA-070810_Plate9e17.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.18	0.01	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
GO245712_1	GO245712 OEAA-070810_Plate8b01.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.17	0.00	Monovalent inorganic cation transport, response to abiotic stimulus, calcium ion transport, cellular divalent inorganic cation homeostasis, response to chemical stimulus, response to stres, transmembrane transport	Unknown
GO244028_1	GO244028 OEAA-070810_Plate3i20.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.15	0.00	Oxidation-reduction process, fatty acid biosynthetic process	Glycolysis/Gluconeogenesis, glycine, serine and threonine metabolism, fatty acid metabolism, tyrosine metabolism, retinol metabolism, biosynthesis of unsaturated fatty acids, drug metabolism - cytochrome P450, metabolism of xenobiotics by cytochrome P450, naphthalene degradation, chloroalkane and chloroalkene degradation,
GO242772_1	GO242772 OEAA-070810_Plate10c22.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.14	0.00	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, calcium ion transport, cellular divalent inorganic cation homeostasis, transmembrane transport	Unknown
GO242993_1	GO242993 OEAA-070810_Plate10m05.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.11	0.01	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis,	Unknown
GO244140_1	GO244140 OEAA-070810_Plate3n12.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.11	0.01	Oxidation-reduction process, fatty acid metabolic process	Fatty acid metabolism, retinol metabolism, steroid hormone biosynthesis, linoleic acid metabolism, drug metabolism - cytochrome P450, drug metabolism - other enzymes, metabolism of xenobiotics by cytochrome P450, caffeine metabolism, aminobenzoate degradation, tryptophan metabolism
GO246093_1	GO246093 OEAA-070810_Plate9b07.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.11	0.00	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
FL684145_1	FL684145 C_I19_E10_0414F_p9 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA	–2.10	0.01	Glycolysis, lipid metabolic process, response to cadmium ion, phosphorylation	Glycolysis/Glucongeogenesis, carbon fixation in photosynthetic organisms, purine metabolism, pyruvate metabolism,
FN998690_1	FN998690 FN998690 *Olea europaea* flower *Olea europaea* cDNA clone c2-6-D1	–2.10	0.01	Oxidation-reduction process, proteolysis, response to ethylene stimulus, aging, defense response to fungus, incompatible interaction	Unknown
GO246394_1	GO246394 OEAA-070810_Plate9o05.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.10	0.01	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stres, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
GO242964_1	GO242964 OEAA-070810_Plate10k23.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.09	0.05	Monovalent inorganic cation transport, response to abiotic stimulus, response to chemical stimulus, response to stress, transmembrane transport, calcium ion transport, cellular divalent inorganic cation homeostasis	Unknown
GO245065_1	GO245065 OEAA-070810_Plate6f08.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.08	0.00	Oxidation-reduction process	Unknown
GO245725_1	GO245725 OEAA-070810_Plate8b16.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	–2.08	0.00	Monovalent inorganic cation transport, transmembrane transport, cellular divalent inorganic cation homeostasis, calcium ion transport, response to abiotic stimulus, response to stress, response to chemical stimulus	Unknown
GO245986_1	GO245986 OEAA-070810_Plate8m17.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	_2.07	0.01	Monovalent inorganic cation transport, transmembrane transport, cellular divalent inorganic cation homeostasis, calcium ion transport, response to abiotic stimulus, response to stress, response to chemical stimulus	Unknown
GO242886_1	GO242886 OEAA-070810_Plate10h17.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	_2.05	0.00	Transmembrane transport, response to abiotic stimulus, monovalent inorganic cation transport, response to chemical stimulus, calcium ion transport, cellular divalent inorganic cation homeostasis, response to stress	Unknown
GO243107_1	GO243107 OEAA-070810_Plate1b01.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	_2.04	0.00	Oxidation-reduction process, abscisic acid mediated signalling pathway, cellular response to water deprivation, response to hydrogen peroxide, toxin catabolic process	Arachidonic acid metabolism, glutathione metabolism
GO245678_1	GO245678 OEAA-070810_Plate7p14.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	_2.04	0.00	Oxidation-reduction process, response to oxidative stress, response to salt stres, trichoblast differentiation,	Phenylalanine metabolism, phenylpropanoid biosynthesis, methane metabolism
GO244126_1	GO244126 OEAA-070810_Plate3m22.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	_2.03	0.00	Photosynthetic electron transport chain, response to karrikin, response to light stimulus, ferredoxin metabolic process	Unknown
GO246079_1	GO246079 OEAA-070810_Plate9a17.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA	_2.01	0.00	Monovalent inorganic cation transport, transmembrane transport, cellular divalent inorganic cation homeostasis, calcium ion transport, response to abiotic stimulus, response to stress, response to chemical stimulus	Unknown

Fold changes were given in log2-based numbers. (-) indicates down-regulation.

### Validation of Microarray Data by Quantitative Reverse-transcription PCR

The microarray gene expression data were validated by qRT-PCR (Table S5). The differentially expressed genes were randomly selected representing up-regulated and down-regulated genes in the microarray analyses. 

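The qRT-PCR values of Table S5 are cycle thresholds, in which a lower value means more transcript, for 9 genes and the 18S rRNA in the 6 samples, with 3 values each. The 18S threshold had means of 23.5 to 24.8 in the 6 samples. Expression was computed here as the 18S threshold minus that of the gene, which is on a log2 scale when each cycle doubles the product. Its standard error combines the spread of both sets of 3 values. The paper's text does not define the sample label OM in Table S5, and it was taken as ripe fruit because that was the sample without another label. Array means and qRT-PCR values were compared over the 6 samples by Pearson and Spearman correlation, with exact two-sided permutation over all 720 pairings and Benjamini-Hochberg adjustment over the 9 genes.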

The qRT-PCR gene expression measurements consistent with microarray data are shown in Figure 5. The data shows a high compatibility between the two analyses. The expression pattern of GO245535 in microarray analysis was almost identical to that of qRT-PCR result. Similarly, both analyses revealed comparable expression patterns for GO243651, GO245913, GO244140, FL68499 probes. 

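GO245535, the karrikin-responsive EST, was higher in mature leaves than in juvenile leaves by both methods. By qRT-PCR its log2 difference was 7.77 ± 0.31 between ON-M and ON-J and 7.30 ± 0.22 between OFF-M and OFF-J (standard error, 3 values per sample), larger than on the array. Between UF and RF it was 3.83 ± 0.35, against 3.77 on the array. Over the 6 samples the Pearson r was 0.943 (exact permutation p = 0.00556, adjusted p = 0.0437) and the Spearman rho 0.886 (exact permutation p = 0.0333, adjusted p = 0.15). Without ON-M and RF, the samples farthest from the median array value, r was 0.963.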

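The meristem growth EST GO245913 and the proteolysis EST GO243651 rose with leaf maturation by both methods, and FL684399, of unknown process, was far higher in ripe than in unripe fruit. For GO245913 the qRT-PCR difference was 2.80 ± 0.23 between ON-M and ON-J, 3.87 ± 0.39 between OFF-M and OFF-J, and 4.53 ± 1.13 between UF and RF, where the array gave 4.37 (standard error). For GO243651 it was 5.20 ± 0.41 in the on year and 4.53 ± 0.33 in the off year. FL684399 differed by -8.43 ± 0.26 between UF and RF, against -8.67 on the array. GO244140, of fatty acid metabolism, was lower in mature leaves by -1.27 ± 0.36 in the on year and -2.07 ± 0.43 in the off year, and differed by 6.43 ± 0.24 between UF and RF, where the array gave 2.64. Over the 6 samples, Pearson r was 0.967 for GO245913 (exact permutation p = 0.00972, adjusted p = 0.0437), 0.907 for GO243651 (p = 0.0167, adjusted p = 0.05), 0.728 for GO244140 (p = 0.0944, adjusted p = 0.17) and 0.898 for FL684399 (p = 0.158, adjusted p = 0.237), all by exact permutation. Spearman rho was 0.886 (exact permutation p = 0.0333, adjusted p = 0.15), 0.714 (0.136 and 0.306), 0.771 (0.103 and 0.306) and 0.0286 (1 and 1). Without the 2 samples farthest from the median, r was 0.908, 0.768, 0.403 and -0.452, so that the relations of GO244140 and FL684399 rest on those samples.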

The other tested probes, although the gene expression profile was generally consistent, there were some minor differences between the analyses. For example, GO244999 was up-regulated in ON-J relative to OFF-J in microarray analysis, whereas it was found to be the opposite in qRT-PCR. However, the majority of the data obtained by two methods was compatible with each other. Thus, these data confirms the accuracy of the oligo microarray method to analyze the expression of the olive tree transcripts.

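GO244999, an EST without a known process, was 8.90 ± 0.05 in ON-J and 7.03 ± 0.68 in OFF-J on the array (SD, n = 2), a log2 difference of 1.87 (standard error 0.36, adjusted p = 0.626), and -0.80 ± 0.32 by qRT-PCR (standard error). With maturation in the on year it fell on the array to 5.11, below the random control (5.20), by a log2 difference of -3.79 (adjusted p = 0.00691), while qRT-PCR gave 5.53 ± 0.96 in the opposite direction. GO245304, of karrikin response and syncytium formation, was lower in OFF-M than in OFF-J on the array and higher by 0.63 ± 0.19 by qRT-PCR. FL684126 was lower in ON-M than in ON-J on the array and higher by 4.60 ± 0.38 by qRT-PCR, and between ON-J and OFF-J qRT-PCR gave -3.10 ± 0.35. Between ON-M and OFF-M, FL684126 was lower by both methods (-2.50 ± 0.22 by qRT-PCR), whereas GO243710 differed by -0.0333 ± 0.233 by qRT-PCR. Pearson r over the 6 samples was -0.336 for GO244999, 0.456 for GO245304, 0.735 for FL684126 and 0.303 for GO243710 (exact permutation p = 0.519, 0.468, 0.0653 and 0.604, adjusted p = 0.584, 0.584, 0.147 and 0.604). Spearman rho was -0.371, 0.257, 0.429 and 0.429 (exact permutation p = 0.497, 0.658, 0.419 and 0.419, adjusted p = 0.639, 0.741, 0.629 and 0.629). Without the 2 farthest samples r was 0.324, 0.413, -0.969 and 0.512, so that for FL684126 it turned over.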

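Of the 24 array differences called for the 9 genes, 20 had the same sign by qRT-PCR. By comparison, 8 of the 9 genes shared the sign between UF and RF, 8 between OFF-M and OFF-J, 6 between ON-M and OFF-M, 5 between ON-M and ON-J and 3 between ON-J and OFF-J. The Pearson r of array and qRT-PCR values had a median of 0.735 over the 9 genes and was above 0.8 for 4. GO245535 and GO245913 had an adjusted p under 0.05 by exact permutation, and no gene did by Spearman correlation. For 5 genes r was below 0.5 without the 2 samples farthest from the median. From the comparison of the methods, in which it finds most of the data compatible, the paper concludes that the array measures olive transcripts accurately.

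**Figure D4:**
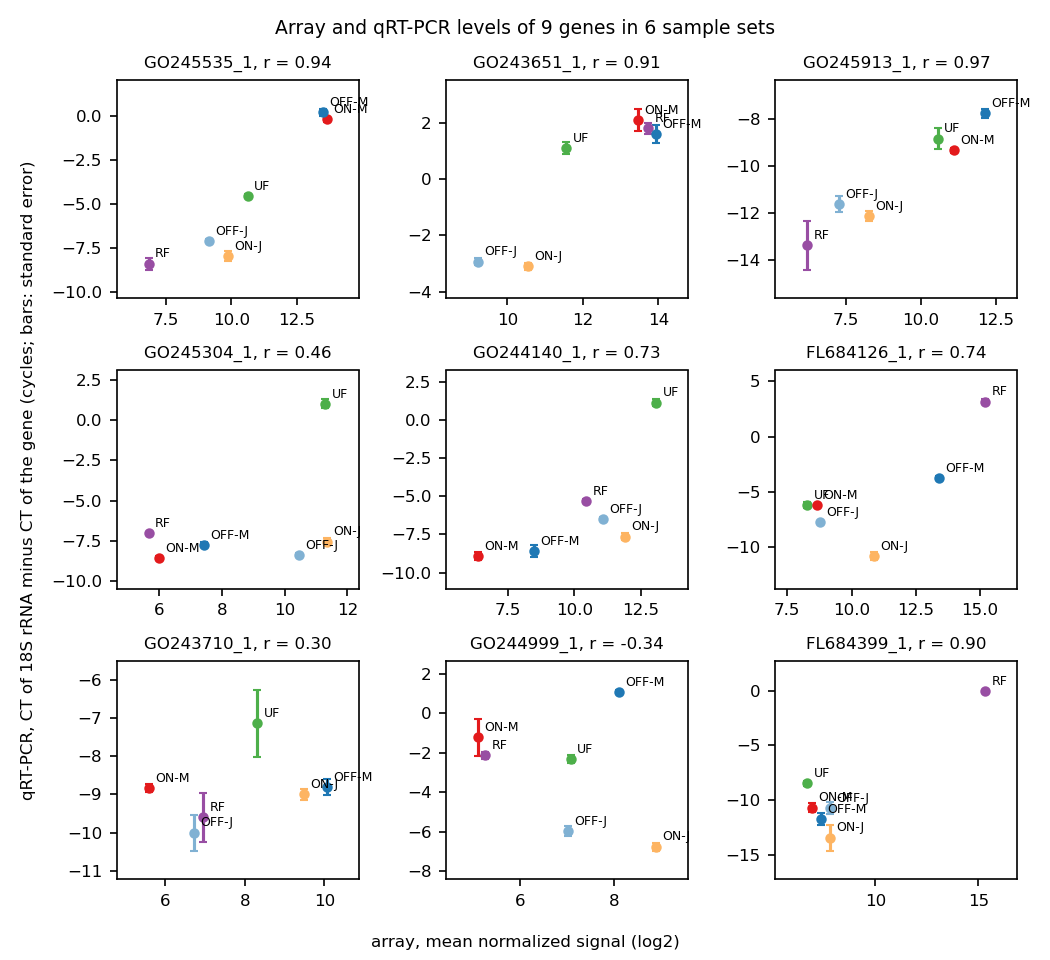
Array log2 mean on the horizontal axis against the 18S threshold minus the gene threshold by qRT-PCR on the vertical axis, with standard error bars, for 9 genes in 6 samples. Points of GO245535 and GO245913 rise along a line, and those of GO244999 do not.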

**Figure 5:**
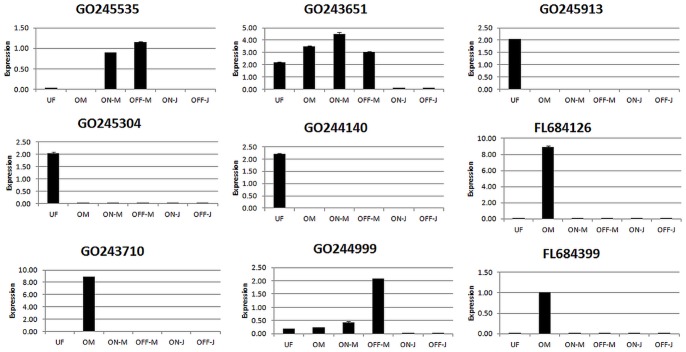
Comparison of expression levels of selected genes calculated by qRT-PCR. Gene expressions represented are normalized to the 18S rRNA.

## Discussion

The miRNA associated to the developmental phase transition in the olive tree have been reported [16]. On the other hand, we have previously carried out a deep sequencing of olive tree samples at different developmental phases [30]. The tendency of the olive trees to alternate bearing is a well-known phenomenon [5]. In this study, the gene expression profiles associated with different tissues and developmental stages were examined, comparing the gene expression of six olive tree samples. To our knowledge, this is the first report on microarray gene expression profiling associated to alternate bearing in the olive tree.

Although cross-species array hybridization has certain potential risks, in literature, several studies showed that heterologous microarrays provide confident results [31], [32], [33], [34]. Sequencing of the whole genome of olive has been initiated by the International Olive (*Olea europea*) Genome Consortium (IOGC) has been started (http://olivegenome.karatekin.edu.tr/), however a scarce sequence information of olive is available at the moment. Therefore,in our analysis, the probes derived from poplar EST sequences, together with the data for all the publicly available olive ESTs were used. The analysis showed that poplar probes could be applied reliably for olive microarray analysis.

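Poplar gene models made up 49072 of the tested probe sets, and few of them were called in leaves. Between ON-M and ON-J 27 poplar transcripts were higher and 12 lower, and between OFF-M and OFF-J 23 were higher and 8 lower. Between fruits 932 were higher in UF and 1593 in RF. Poplar probe sets had 1 probe in 4915 cases, 2 in 17387 and 3 in 26770, and each olive probe set had 3. The median residual SD of a probe set, over groups with replicates, was 0.44 for poplar sets of 1 probe, 0.33 for 2 and 0.31 for 3, against 0.22 for olive sets. Of the 16 transcripts higher in ON-M than in OFF-M, all poplar, 1 had 3 probes.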

The plant species exhibit certain specific processes, with the flowering-site limitations, endogenous hormonal controls, and nutritional controls having major impacts on the physiological processes of periodicity [5]. Our analyses show that some other factors play important roles on this phenomenon. Additionally, some olive tree transcripts could not be associated with a specific function. As previously reported, the poor annotation of the olive tree genes can be due to quite divergent gene functions in such species in relation to other plants [35].

Additionally, for qRT-PCR measurement to validate the microarray data, expression level of 9 randomly selected transcripts shown in Figure 5 were confirmed. However, there were some differences between microarray and qRT-PCR results. Possibly, the interspecies cross hybridization of populus ESTs with olive cDNA/mRNA transcripts led this minor discrepancies. Although some of the reference gene candidates such as *18s rRNA*, *GAPDH,* and *beta-tubulin* were measured for normalizations, the *18s rRNA* gene was found to be the useful alternative as the housekeeping gene for olive qRT-PCR normalization.

### Nutritional Status

The relationships between the alternate bearing and the carbohydrate storage have been indicated by a number of studies. Thus, Rosecrance et al. [6] showed that the pistachio trees entering the “off” year required low amounts of carbohydrates, due to the low fruiting at the time, and thus accumulated some starch. Additionally, the citrus trees also showed similar carbohydrate accumulation patterns [36]. Similarly, Spann et al. [37] found that the bearing and non-bearing pistachio trees differed in their carbohydrate storage and mobilization patterns, and suggested that the in-season carbon mobilization might have an effect on the alternate bearing. In conclusion, the studies carried out so far indicate that the nutrients are stored during the “off” year, and that they are used for reproductive growth the following year in pistachio trees. On the other hand, conflicting results for the relevance of the carbohydrate storage on reproductive development in olive trees have been reported. Thus, Ulger et al. [7] indicated that the carbohydrates and mineral nutrients had trivial influence on the flower bud formation in the olive trees. Also, Bustan et al. [38] suggested that the status of the carbohydrate reserves was not the main determinant for the alternate bearing, being rather involved in the survival of the olive trees. Additionally, comparable amounts of carbohydrates were found in the leaves of “on” and “off” year olive trees [39]. On the contrary, the starch content was found to be increased in winter, and decreased during bud development in the olive tree [40]. In addition to the carbohydrates, the mineral contents of the olive tree leaves was investigated, and the results showed that the leaf-nutrient content fluctuated between “on” and “off” years [41], [42], [43].

In the present study, the microarray analyses of six olive tree samples indicated that the expression of the genes involved in the carbohydrate processes varied between samples. In comparison to bearing year leaves, the non-bearing year leaves had elevated expressions of genes responsible for the carbohydrate metabolism (Table S3). In addition, the genes for the mineral transport were also up-regulated in the “off” year leaves. 

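A block of 97 ESTs annotated only as carbohydrate metabolism had lower values in ON-M than in OFF-M and higher values in ON-J than in OFF-J, without a called EST. Its median log2 signal was 11.02 and 11.27 on the OFF-M arrays and 9.85 on the ON-M array. In juvenile leaves it was 8.78 and 7.95 on the OFF-J arrays, which differ from each other, and 9.32 and 9.86 on the ON-J arrays. All 97 ESTs had lower values in ON-M than in OFF-M, with a median log2 difference of -1.35, and all 97 had higher values in ON-J than in OFF-J, with a median of 1.08. None was called by limma over all probe sets in either comparison, and 2 were lower in ON-M when adjusted over the list alone. At any size that adjustment gave 95 lower in ON-M and 92 higher in ON-J. No test compared the 2 stages for the block as a whole. The block came from the study's tables of these samples and is not independent evidence of direction.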

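A block of 49 ESTs annotated with cation transport and homeostasis had its lowest signal on the ON-M array. The median over the block was 5.23 there, close to the random control (5.20), 7.27 and 7.31 on the OFF-M arrays, 7.80 and 7.93 in ON-J, and 7.29 and 6.45 in OFF-J. In mature leaves 48 of the 49 had lower values in the on year, with a median log2 difference of -1.91, and in juvenile leaves all 49 had higher values in the on year, with a median of 0.90. None was called by limma over all probe sets between the years. Adjusted over the list alone, 19 were lower and 1 higher in ON-M than in OFF-M, and 1 was higher in ON-J than in OFF-J. At any size 42 were lower and 1 higher in ON-M, and 6 were higher in ON-J. These ESTs were picked by the study from the same arrays, so their counts are not independent evidence, and the whole of the olive ESTs was also dimmer on the ON-M array.

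**Figure D5:**
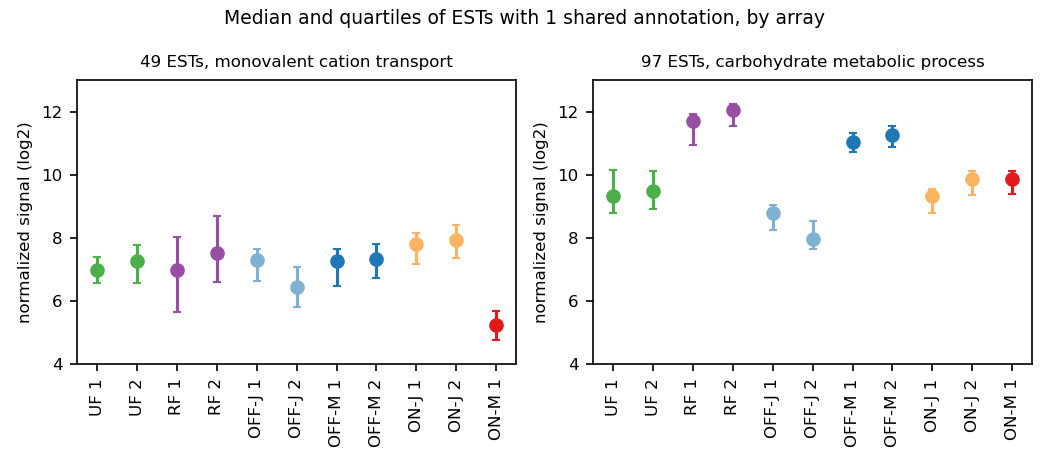
Median log2 signal, with quartiles as bars, of the 49 cation transport ESTs and the 97 carbohydrate ESTs on each of the 11 arrays. The cation ESTs have their lowest median on the ON-M array (5.23), and the carbohydrate ESTs are highest in RF.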

Supporting the present study, we have found a lower expression of the miRNA targeting minerals and carbohydrate biosynthesis and transport genes in bearing year leaves, in a high-throughput sequencing study of miRNA in olive tree leaves [30]. In the view of the present study, we conclude that, as found in pistachios, the olive trees also use more nutrients in the “off” year. Hence, the regulation of the nutrients plays a major role in the alternate bearing in this species.

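Nutrient-related transcripts with a called difference between mature leaves of the years were few. The medians of the 49 mineral and 97 carbohydrate ESTs were lower in ON-M than in OFF-M and higher in ON-J than in OFF-J, but none of these ESTs was called by limma between the years over all probe sets. Adjusted over the list alone, 19 and 2 were lower in ON-M by at least 2, and 42 and 95 at any size. The ON-M median rests on 1 array, on which olive ESTs were dimmer. From the higher expression of carbohydrate and mineral transport genes in off-year leaves, together with the authors' earlier miRNA data and reports on pistachio, the paper concludes that olive trees use more nutrients in the off year and that nutrient regulation plays a major role in alternate bearing.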

### Developmental Stages and Organ-specific Gene Expressions

Different transcripts with the same predicted annotation revealed sometimes opposite expression patterns between the developing stages, which can be explained due to the adjustment of the metabolic pathways and the presence of alternative metabolites in the olive tree [35]. However, the data suggested that the regulations of certain processes were correlated with the developmental stage and bearing of the olive tree.

The analyses indicated that there was a striking difference between the two studied organs. Thus, the transcriptome profiles of the fruits were clearly different than those of the leaves. Moreover, the profiles of the ripe fruits showed obvious differences in relation to that of unripe fruits, with abundant differentially expressed genes. Similarly, the blueberry fruits revealed different transcriptome profiles at different developmental stages [44]. 

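Fruits and leaves separated on the olive ESTs as well as on all probe sets. With olive ESTs alone the mean distance of the RF arrays to leaf arrays was 174 and that of the UF arrays 98.9, against 53.8 to 69.0 for leaf groups among themselves. On all probe sets the leaf groups were 127 to 134 apart.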

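Ripening fruit lost some of the brightest transcripts of unripe fruit and gained others. GO246141_1, annotated with metabolism, was 14.21 ± 0.27 in UF and 6.00 ± 0.37 in RF (SD, n = 2), a log2 difference of 8.21 (standard error 0.39, adjusted p = 3.06e-06). FL684399_1, of unknown process, was 6.68 ± 0.07 in UF and 15.35 ± 0.07 in RF (standard error of the difference 0.27, adjusted p = 6.92e-07). The flavonoid EST FL684126_1 rose from 8.27 ± 0.01 to 15.21 ± 0.02 (log2 difference -6.94, standard error 0.28, adjusted p = 1.33e-06). Among the olive ESTs 959 were higher in UF and 207 in RF by at least 2 on the log2 scale. The UF and RF arrays also differ in their olive medians, which were 11.04 on each UF array and 9.83 and 10.22 on the RF arrays.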

The photosynthesis is an essential process to promote the fruit growth. As stated by Alagna et al [35], during the fruit growth the main energy source is the photosynthesis, while at the end of the ripening it is the mitochondrial respiration of photoassimilates. Consequently, decreased expression of transcripts related to photosynthesis in the ripe fruits in relation to the unripe fruits. Consistent with that, the transcripts related to photosynthesis were mainly up-regulated in unripe fruits in relation to the ripe fruits. 

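Photosynthesis transcripts that differed by at least 2 on the log2 scale were higher in unripe fruit. GO243351_1, annotated with electron transport in photosystem I and assembly of photosystem II, was 13.10 ± 0.00 in UF and 4.93 ± 0.07 in RF (SD, n = 2), a log2 difference of 8.17 (standard error 0.20, adjusted p = 6.92e-07). Its RF mean is below the random control (5.36 and 5.48 on the RF arrays), so that the size of the difference depends on the background. Of 12 transcripts of photosynthesis and chlorophyll, 3 were higher in UF and none in RF, also when adjusted over the list alone, and the median log2 difference was 0.89. At any size 6 were higher and 1 lower in UF (7 and 2 when adjusted over the list alone). GO243351_1 is in the list because Table 2 names it. Camera gave adjusted p = 0.0113 for higher values in UF, and the call is lost with an estimated correlation (adjusted p = 0.135). It is also lost when the 9 olive members are set against the other olive ESTs alone, a setting chosen after the data were seen (adjusted p = 0.086). Citing an earlier study, the paper reasons that photosynthesis is the main energy source of growing fruit and mitochondrial respiration that of fruit at the end of ripening, and relates the lower expression in ripe fruit to this.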

Supportingly, the KEGG analyses also revealed that the transcripts involved in the photosynthesis pathways were increased in the unripe fruits. Supportingly, the transcripts associated with the carbohydrate metabolism were more expressed in the mature leaves, as compared to the juvenile ones, while the opposite expression patterns were observed for the photosynthesis-related transcripts.

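In leaves, carbohydrate transcripts had higher values at maturity in the off year, while in the on year few of them were called. In the off year 104 of 125 were called higher, with a median log2 difference of 2.64. Most of these calls were lost without OFF-J replicate 2 or either OFF-M array, which leaves 1 array in a group. The median then stayed at 2.33 without OFF-J replicate 2, and at 2.74 and 2.55 without OFF-M replicates 1 and 2. In the on year, 2 of the 125 carbohydrate transcripts were higher and 8 lower in ON-M than in ON-J (4 and 9 when adjusted over the list alone; 3 and 2 lower without ON-J replicate 1 and 2), with a median log2 difference of 0.33. Camera called this list higher in ON-M (adjusted p = 0.00838), a call lost with an estimated correlation (adjusted p = 0.679). Of the 12 photosynthesis transcripts, 2 were higher and none lower in OFF-M than in OFF-J (2 higher and 1 lower when adjusted over the list alone), with a median of -0.19, and at most 1 was higher with any 1 of the arrays left out. The camera test for that list pointed upwards, opposite to its median, and did not pass (adjusted p = 0.854). In the on year the median of the photosynthesis transcripts was -0.80. The lists come from the paper's tables of these leaves, so that neither the counts nor the camera results are independent evidence of direction.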

A higher proportion of transcripts showed altered expressions between the samples at different developmental stages (mature and juvenile) than between the samples harvested at different timings (“on and off” years). Thus, a total of 32 differentially expressed genes between mature and juvenile leaves showed comparable expression patterns for both “on” and “off” years (Table S3), suggesting a common response to environmental factors such as temperature rather than fruit bearing status of the trees.

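More transcripts were called between leaf stages than between years. In the off year, for example, GO244529_1, without a known process, fell from 13.00 ± 0.08 in OFF-J to 10.21 ± 0.06 in OFF-M (SD, n = 2; log2 difference -2.79, standard error 0.23, adjusted p = 0.00337). Of the 54615 tested transcripts 480 were called between stages in at least 1 year, against 85 between years in at least 1 stage. At an unadjusted p under 0.05 and the same size the numbers were 693 for stages and 282 for years, and without ON-J replicate 2 they were 489 and 229. These counts come from comparisons that share arrays, and the difference between the numbers was not tested.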

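The 28 transcripts that moved in 1 direction with maturation in both years came from comparisons without a common array but with the same residual variance of each transcript. Leaves were collected in July and November of each year. From such transcripts the paper proposes a common response to environmental factors such as temperature, rather than to the fruit load of the trees.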

The amount of total proteins in the leaves and young shoots of the olive tree was found to be opposite in “on” and “off” years, which indicates that different proteins were induced during the “on” and “off” years in the olive trees [2]. In congruence with that, our analyses showed that the “on” and “off” year leaves shared just one common differentially expressed gene, (probe FL684126) indicating a striking effect of tree load on the EST profiles of the olive tree samples.

According to the comparisons between the juvenile and the mature leaves, a large set of differentially expressed transcripts was related to the cell organization and biogenesis. 

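Transcripts of the cell wall and of vascular tissue were mostly lower in mature leaves of the on year. Of 25 cell wall transcripts 14 were lower and 1 higher in ON-M than in ON-J (16 and 2 when adjusted over the list alone; 8 and 7 lower without ON-J replicate 1 and 2), with a median log2 difference of -2.38. Of 7 transcripts of xylem, phloem and secondary walls, 4 were lower (7 when adjusted over the list alone), and in the off year 2 were lower in both countings. Without ON-J replicate 2 the on-year count was 2, and without any 1 of the off-year arrays no off-year call was left by limma. Of 11 of trichomes and epidermis, 7 were lower in the on year (8 lower and 1 higher when adjusted over the list alone), and 2 were lower and 2 higher in the off year in both countings. The higher off-year calls of this list were lost without OFF-J replicate 2 or either OFF-M array. Because the study chose these transcripts on the same leaves, neither the counts nor the camera results are independent evidence. By camera all 3 lists were lower in ON-M, with adjusted p = 1.93e-19, 1.04e-19 and 1.92e-14 (adjusted p = 0.0401, 0.0185 and 0.0401 with an estimated correlation). In the off year, the vascular (adjusted p = 0.00771) and trichome (adjusted p = 0.000516) lists were lower in OFF-M, both lost with an estimated correlation (adjusted p = 0.118 and 0.149).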

The higher gene expression levels of those in the juvenile leaves in relation to the mature ones may be explanined by the active status of most biological processes including photosynthesis, growth, fruit nourishment, transport from source to sink tissues and cell division comparing to a relatively less number of metabolic and cellular acitivies in a phase close to winter. Another difference between the two olive tree samples was observed for the transcripts associated with the lipid metabolism. 

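Fatty acid and lipid transcripts were mostly lower in mature leaves in the on year. In the off year 39 of 44 had lower values, with few called. GO243991_1 and GO244094_1, both annotated with fatty acid metabolism and oxidation-reduction, fell from 12.78 ± 0.32 and 11.10 ± 0.46 in ON-J (SD, n = 2) to 6.56 and 5.07 in ON-M (n = 1). Their log2 differences were -6.21 (standard error 0.39, adjusted p = 0.000263) and -6.04 (standard error 0.37, adjusted p = 0.000231). The ON-M value of GO244094_1 is below the random control (5.20), so that the size of the difference depends on the background. Of 44 transcripts of lipid, cutin and wax metabolism, 33 were lower and 1 higher in ON-M than in ON-J (36 and 3 when adjusted over the list alone), with a median log2 difference of -2.95. In the off year 3 were lower and 2 higher in OFF-M (4 and 2 when adjusted over the list alone, and no lower call by limma without any 1 of the arrays), with a median of -1.25. These transcripts were chosen by the study on the same leaves, and neither their counts nor the camera results are independent evidence of direction. The camera test gave adjusted p = 6.56e-69 in the on year and 1.28e-29 in the off year, both downwards with maturation (adjusted p = 0.0185 and 0.0401 with an estimated correlation).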

Being congruent with the deep sequencing data [31], the higher expression of transcripts related to the fatty-acid biosynthesis in mature leaves clearly depicted the fatty-acid accumulation in the mature olive fruits.

The redox state regulates a wide variety of biological processes. Indeed, the plant growth and development are driven by oxidation-reduction reactions. The plant growth is adjusted by the redox state of the apoplast in tobacco [45]. The Pyridine Nucleotides (PN) are key components of the redox reactions, being therefore developmental cues for the transitioning from the vegetative to the reproductive states in the spinach leaves [46]. Additionally, the environmental stimuli alter the redox state and trigger the plant defense. The Reactive Oxygen Species (ROS), produced as a consequence of the electron transport processes in photosynthesis and respiration, induce alterations in the cellular redox state and have a positive influence on the plant growth [47]. Indeed, the olive tree microarray data showed that the redox-associated transcripts were higher in the juvenile leaves than in the mature ones of the bearing year. 

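Redox transcripts fell with leaf maturation in the on year. Of 59 transcripts of oxidation-reduction, 35 were lower and 2 higher in ON-M than in ON-J (43 and 4 when adjusted over the list alone; 21 and 19 lower without ON-J replicate 1 and 2), with a median log2 difference of -2.60. Off-year leaves had 6 higher and 2 lower in OFF-M than in OFF-J, in both countings, with a median of -0.05, and 2, 1 and 1 were higher without OFF-J replicate 2, OFF-M replicate 1 and OFF-M replicate 2. The study selected these transcripts on the same leaves, so neither the counts nor the camera results are independent evidence. The list was shifted by camera in the on year (adjusted p = 4.45e-56, and adjusted p = 0.0473 with an estimated correlation) and not in the off year (adjusted p = 0.694), where its olive members were lower in OFF-M against the other olive ESTs (adjusted p = 0.0147).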

Since the induction in the olive tree starts in July, an elevated expression of those transcripts means a continuation of the development in the juvenile leaves.

Additionally, the comparison between the mature bearing and the non-bearing leaves showed that almost all of the transcripts related to the oxidation-reduction cascade were significantly up-regulated in the non-bearing leaves. 

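Redox transcripts of fatty acid metabolism were among those lower in mature on-year leaves. GO243991_1 was 6.56 in ON-M (n = 1) and 9.91 ± 0.26 in OFF-M (SD, n = 2), a log2 difference of -3.35 (standard error 0.39, adjusted p = 0.0149), and GO244094_1 was 5.07 and 8.31 ± 0.02 (log2 difference -3.24, standard error 0.37, adjusted p = 0.0136), its ON-M value being below the random control (5.20). Neither was called without OFF-M replicate 1 (-3.53, adjusted p = 0.0775, and -3.25, adjusted p = 0.0981) or replicate 2 (-3.17, adjusted p = 0.111, and -3.23, adjusted p = 0.0961). No redox transcript was called higher in ON-M by limma over all probe sets.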

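Defense and stress transcripts had mostly lower values in mature leaves of the on year. The defense ESTs GO243211_1 and GO243814_1 had log2 differences of -3.41 (standard error 0.32) and -3.37 (standard error 0.28) between ON-M and OFF-M, and of 0.37 and 0.39 between ON-J and OFF-J. For both the difference between stages passed the interaction test (-3.77, standard error 0.41, adjusted p = 0.0144, and -3.76, standard error 0.36, adjusted p = 0.00827). Of 142 transcripts of defense and stress response, 6 were lower and 2 higher in ON-M than in OFF-M (38 and 9 when adjusted over the list alone; 2 and 1 without OFF-M replicate 1), with a median log2 difference of -1.49. Having been selected on these samples, the list is not independent evidence of direction. By camera the list had adjusted p = 1.14e-58 towards lower values in ON-M, and adjusted p = 0.0401 with an estimated correlation.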

In connection with that, owing to the occurrence of the high redox activity triggering the stress-signals, several stress-related transcripts were up-regulated in the non-bearing leaves in relation to the bearing ones. As an example, the photosynthesis involving the reduction of the carbon dioxide into sugars is a well-known redox process. Thus, elevated expressions of the transcripts belonging to the photosynthesis in “off” year in relation to the “on” year were observed for citrus [48]. Besides, the photosynthesis was inhibited by the bud morphology in the “on” year, whereas “off” year leaves were filled with photoassimilates. In fact, it has been proposed that its induction in “off” citrus buds provides a leaf signal indicating the available nutrition richness. Similarly, the pistachio trees accumulated more carbohydrate during “off” years in relation to the “on” ones [6]. Thus, Goldschmidt [49] supported the regulatory role of the photoassimilate availability for the flowering induction. 

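GO244165_1, annotated with water transport and the response to abscisic acid, was 5.80 in ON-M (n = 1) and 9.23 ± 0.23 in OFF-M (SD, n = 2), a log2 difference of -3.43 (standard error 0.31, adjusted p = 0.0042). In juvenile leaves its difference was 1.55 (standard error 0.25), and the interaction of year and stage was -4.98 (standard error 0.40, adjusted p = 0.0038). Of 10 transcripts of water transport 2 were lower in ON-M than in OFF-M (3 when adjusted over the list alone, and 1 without either OFF-M array), a list that the study chose on these samples and that is not independent evidence. Its camera result was adjusted p = 3.41e-10, and adjusted p = 0.0473 with an estimated correlation. Of the minerals, iron and nitrate transport is named for GO243685_1, which was 8.38 in ON-M and 10.80 ± 0.31 in OFF-M and did not pass the test (log2 difference -2.42, adjusted p = 0.145).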

The comparison between the mature bearing and non-bearing leaves also showed that the ion transport- and homeostasis-related transcripts were more expressed in the non-bearing leaves than in the bearing ones. 

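A set of 5 ESTs annotated with cellular amino acid metabolism had some of the largest differences between mature leaves. FL683857_1 was 8.04 in ON-M (n = 1) and 14.19 ± 0.11 in OFF-M (SD, n = 2), a log2 difference of -6.15 (standard error 0.27, adjusted p = 0.000116). GO245805_1, FL683748_1, FL683833_1 and GO243808_1 had log2 differences of -6.03, -5.91, -5.85 and -5.23 (standard errors 0.26 to 0.30, adjusted p = 0.000116 to 0.000469). Of 21 transcripts of amino acid and amine metabolism, 10 were lower and 1 higher in ON-M, also when adjusted over the list alone, with a median of -1.98. Of 44 lipid transcripts 10 were lower (17 lower and 4 higher when adjusted over the list alone; 3 and 2 lower without OFF-M replicate 1 and 2), with a median of -1.68, and of 15 of terpenoid and carotenoid synthesis, a branch of secondary metabolism, 3 were lower (4 lower and 1 higher when adjusted over the list alone), all lost without either OFF-M array. The lists were chosen by the study on these samples, and neither their counts nor the camera results are independent evidence of direction. Camera gave adjusted p = 1.89e-37, 2.26e-51 and 3.54e-15, all towards lower values in ON-M (adjusted p = 0.0185, 0.0262 and 0.0185 with an estimated correlation).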

The KEGG analyses of those up-regulated transcript in the non-bearing leaves indicated that they were mainly involved in the lipid and amino acid metabolism, xenobiotic biodegradation and metabolism, biosynthesis of secondary metabolites, and carbohydrate and energy metabolism. Interestingly, the xenobiotic biodegradation and metabolism participates in the defense mechanisms. Indeed, a relationship between the carbohydrate nutritional status and the responses to the xenobiotics has been found in *Arabidopsis thaliana*, showing that the presence of sugars triggered the defense mechanisms [50].

On the other hand, the flavonoids controlling the aroma and flavor are secondary metabolites, being synthesized in response to an excess of photoassimilation [51]. The expression level of the transcripts related with flavonoid biosynthesis were increased in the “off” year leaves in relation to the “on” year ones in the olive tree. 

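Flavonoid transcripts went in both directions between the years. GO243114_1, annotated with flavonol synthesis and the response to light, was 8.94 in ON-M (n = 1) and 12.25 ± 0.02 in OFF-M (SD, n = 2), a log2 difference of -3.31 (standard error 0.36, adjusted p = 0.00955). Its call was lost without OFF-M replicate 1 (-3.33, adjusted p = 0.0811) or replicate 2 (-3.30, adjusted p = 0.0728). In juvenile leaves it differed by 0.61 (standard error 0.29), and the interaction was -3.92 (standard error 0.47, adjusted p = 0.0239). Of 10 flavonoid and anthocyanin transcripts, 3 were lower and 1 higher in ON-M than in OFF-M (4 and 1 when adjusted over the list alone; 1 lower without either OFF-M array), and none was called by limma between ON-J and OFF-J (1 higher in ON-J when adjusted over the list alone). The study chose them on these samples, so neither the count nor the camera results are independent evidence. Camera placed the list lower in ON-M (adjusted p = 2.99e-09), which is lost with an estimated correlation (adjusted p = 0.0589), and higher in ON-J than in OFF-J (adjusted p = 0.00141), lost as well (adjusted p = 0.178).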

A similar gene expression pattern was observed with citrus buds, being based on flavonoids acting as a reservoir for the photoassimilation surplus [48]. 

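The lists of oxidation-reduction, carbohydrate metabolism, ion transport and flavonoid synthesis all had lower medians in mature leaves of the on year than of the off year, and higher medians in juvenile leaves. Between ON-M and OFF-M the median log2 differences were -1.35 for oxidation-reduction, -1.32 for carbohydrate metabolism, -1.86 for ion transport and -1.66 for flavonoid synthesis. Between ON-J and OFF-J they were 0.76, 1.03, 0.88 and 0.45. The study drew all 4 lists from these leaves, so they are not independent evidence, and the ON-M values rest on 1 array with a lower olive median than the OFF-M arrays.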

Taking account the higher expression of transcripts related to the oxidation-reduction, carbohydrate metabolism and mineral transport, together with flavonoid biosynthesis in “off” year leaves, we conclude that the nutritional status may be the principal key controlling the alternate bearing in the olive tree. Supporting the present work, a wide range of the genes targeted by the olive tree miRNA were found to be mainly involved in the carbohydrate metabolic pathways [30].

### Flowering

Although an olive tree typically produces a large amount of flowers when it blossoms, only a small percentage of them become fruits in the “on” year. In fact, it has been found that when an olive tree enters an ‘on’ year, the flower and inflorescence density is not correlated to the fruit density [52].

Interestingly, the fructification process alters both the floral bud differentiation and the flowering induction, being recognized as an inhibitor of the flowering in the fruit trees as previously indicated. Thus, the “off” year leaves showed significantly increased expression levels of the genes *cift* (citrus flowering locus T) and *soc1* (suppressor of overexpression of constants 1), which are responsible for flowering, as compared with those from the “on” year leaves in mandarin [53]. However, the microarray data of the present work indicates that the expression level of the only one transcript related to flower development (GO243632_1) was altered among the “on” and “off” year leaves. The expression of GO243632_1 was two-fold higher in the “off” year leaves as compared to the “on” year ones in the olive tree. Nevertheless, the microarray data suggests that the flowering is not the main factor in the alternate bearing in the olive tree.

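GO243632_1, annotated with cutin synthesis, fertilization, vernalization and flower development, was 8.11 in ON-M (n = 1) and 10.50 ± 0.09 in OFF-M (SD, n = 2), a log2 difference of -2.39 (standard error 0.27, adjusted p = 0.0119). Its call was lost without OFF-M replicate 1 (-2.46, adjusted p = 0.0816) or replicate 2 (-2.33, adjusted p = 0.0953), with only the arrays of these groups and with olive-median centring. In juvenile leaves it was 12.28 ± 0.15 in ON-J and 11.79 ± 0.14 in OFF-J and did not pass the test (log2 difference 0.48, standard error 0.22, adjusted p = 0.811). The interaction of year and stage was -2.88 (standard error 0.35, adjusted p = 0.0258).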

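Other transcripts with a flower annotation that were called between mature leaves were higher on the single on-year array. All 16 transcripts called higher in ON-M were poplar gene models, 15 of them with 1 or 2 probes. On the ON-M array 22 poplar probe sets lay at least 2 above every other leaf array, and on the other leaf arrays 30 to 180 did. Signal of a single array is therefore a candidate explanation for these calls. The CONSTANS-LIKE gene gw1.123.49.1 was 10.02 in ON-M (n = 1) and 5.26 ± 0.02 in OFF-M (SD, n = 2), close to the random control there (5.24 and 5.25), a log2 difference of 4.76 (standard error 0.42, adjusted p = 0.00378), and the receptor kinase fgenesh4_pm.C_LG_IV000224, which the paper's tables annotate with petal and sepal formation, was higher as well. Of 17 transcripts with a GO term of flower development, 3 were higher and 1 lower in ON-M than in OFF-M (4 and 2 when adjusted over the list alone), and none was called by limma between ON-J and OFF-J, nor when adjusted over the list alone. The full list of 137 had the same calls, and 6 higher and 7 lower when adjusted over the list alone. By camera it was lower in ON-M (adjusted p = 6.56e-69), a call lost with an estimated correlation (adjusted p = 0.074). Both lists were chosen by the study on these samples and are not independent evidence.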

### Endogenous Plant Hormones

Previous studies have indicated that the endogenous plant-growth hormones influence the alternate bearing. In fact, significant differences were revealed in the presence of some endogenous plant growth hormones including the abscisic acid (ABA), gibberellins like the gibberellic acids (GA_3_ and GA_4_) and auxins like the indole-3-acetic acid (IAA), between the “on” and “off” years for the olive tree samples [7], [54]. Thus, the floral formation was inhibited in the presence of high GA_3_ levels, whereas the application of high concentrations of GA_4_, ABA and cytokinins resulted in elevated levels of flower formation in the olive tree [7]. It has been stated that high levels of GA_3_ caused vegetative growth, negatively affecting the generative bud development in the following year. The “on” and “off” year buds had equal amounts of ABA in orange, being suggested that the ABA was not related to the alternate bearing. On the other hand, the 2-trans-abscisic acid (*t-*ABA) was almost twice the concentration of the ABA in the “on” year buds, with the difference decreasing at later sampling dates. Consequently, the impact of the *t*-ABA on the bud dormancy was proposed in orange [55]. On the contrary, it has been found that the “off” year olive trees produced more ABA than the “on” year ones [56].

The olive tree microarray analyses of this work showed that among 246 differentially expressed genes between the “on” and “off” year leaves, irrespective to their developmental stage, only 14 genes were found to be associated to hormone regulation (Table S4). Of these, five genes (probes fgenesh4_pg.C_scaffold_19987000001, eugene3.00160596, eugene3.00020895, eugene3.00170500 and FL683585_1) showed significantly elevated expressions in the “on” year leaves, as compared to the “off” year ones. 

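Hormone-related transcripts were a small share of the differences between years, and 4 of the 14 probes named by the paper were called. Of 35 transcripts of hormone synthesis or response, 3 were lower and 2 higher in ON-M than in OFF-M (11 and 5 when adjusted over the list alone; 1 and 1 without OFF-M replicate 1), with a median log2 difference of -1.18. None was called by limma between ON-J and OFF-J, with 1 higher and 1 lower when adjusted over the list alone. Since the study chose the list on these samples, it is not independent evidence of direction. Camera gave adjusted p = 1.82e-14 for lower values in ON-M (adjusted p = 0.0401 with an estimated correlation) and 6.69e-05 for higher values in ON-J, lost with an estimated correlation (adjusted p = 0.0965). Of the 14 probes, all had an unadjusted p under 0.05 and a log2 difference of at least 2 by limma, and 7 by the methods' t-test. Without OFF-M replicate 1 or 2, 2 of the 12 measured in mature leaves were called.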

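Among the 5 probes, eugene3.00170500, annotated with abscisic acid signalling, was 11.56 in ON-M (n = 1) and 7.77 ± 0.34 in OFF-M (SD, n = 2), a log2 difference of 3.80 (standard error 0.32, adjusted p = 0.00307). The protein phosphatase eugene3.00020895, annotated with ethylene synthesis, was 11.91 and 8.50 ± 0.03 (log2 difference 3.41, standard error 0.42, adjusted p = 0.0194), a call lost without OFF-M replicate 1 (3.43, adjusted p = 0.125) or replicate 2 (3.39, adjusted p = 0.127). A lipoxygenase of jasmonic acid synthesis, fgenesh4_pg.C_scaffold_19987000001, was 6.68 and 4.41 ± 0.18 (log2 difference 2.28, standard error 0.34, adjusted p = 0.055). RHF2A, matched by eugene3.00160596 and annotated with salicylic acid synthesis, was 7.61 and 4.98 ± 0.52 (log2 difference 2.62, standard error 0.79, adjusted p = 0.454). The OFF-M means of these last 2 are below the random control (5.24 and 5.25), so that the sizes of their differences depend on the background. FL683585_1 had its difference in juvenile leaves and did not pass the test there.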

The other nine transcripts (probes grail3.0111003801, GO245518_1, GO245517_1, GO243107_1, GO245994_1, FN998690_1, GO244677_1, GO243685_1 and gw1.VII.2355.1) revealed opposite expression patterns. 

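Of the 9 probes with lower values in on-year leaves, GO244677_1, annotated with steroid metabolism, wounding and xylem and phloem patterning, was 10.09 in ON-M (n = 1) and 13.13 ± 0.17 in OFF-M (SD, n = 2), a log2 difference of -3.03 (standard error 0.29, adjusted p = 0.005). With olive-median centring GO244677_1 was not called, as its adjusted p did not pass, though its size stayed above 2. The jasmonic acid synthesis EST GO245994_1 was 8.33 and 10.88 ± 0.06 (log2 difference -2.55, standard error 0.35, adjusted p = 0.0397), and its call was lost without OFF-M replicate 1 (-2.59, adjusted p = 0.187) or replicate 2 (-2.50, adjusted p = 0.206). The remaining probes did not pass the test. Among them GO243107_1, of abscisic acid signalling, was 7.95 and 9.99 ± 0.16 (log2 difference -2.04, adjusted p = 0.0613). The ESTs GO245517_1 and GO245518_1, of secondary wall regulation, differed by -2.08 and -2.15 (adjusted p = 0.317 and 0.392), FN998690_1, annotated with ethylene response, by -2.10 (adjusted p = 0.392) and grail3.0111003801, a calmodulin-binding protein, by -3.43 (adjusted p = 0.165), with an ON-M value of 5.16 that is below the random control (5.20).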

Lavee [57] reported that the phytohormones were present at lower levels in the olive tree than in other fruit trees. Consequently, our results indicate that although the endogenous hormones had an influence on the alternate bearing at a certain level, they were not the key determinants of this phenomenon in the olive tree.

In summary, a total of 136,628 oligonucleotide probe sets were arrayed in this first microarray gene expression profiling of six *O. europaea* samples from fruits and leaves. The gene expression profiles with regard to the different tissues and developmental stages were examined. The expression of the transcripts greatly varied among the six studied libraries, indicating the involvement of diverse processes in response to bearing. The expressions of the transcripts for different organs under different developmental phases indicated that the nutrition metabolism had a remarkable impact on the olive tree alternate bearing. Additionally, the hormonal control also played relevant roles in this complex phenomenon.

## Supporting Information

Table S1 **Normalized signal intensities of the 54,515 probes.**
(TXT)

Table S2 **Differentially expressed transcripts between juvenile and mature leaves.** Fold changes were given in log2-based numbers. (−) indicates down-regulation.
(DOCX)

Table S3 **Differentially expressed transcripts between mature and juvenile leaves, irrespective to the bearing year.** Fold changes were given in log2-based numbers. (−) indicates down-regulation.
(DOCX)

Table S4 **Differentially expressed transcripts between the “on” and “off” years.** Fold changes were given in log2-based numbers. (−) indicates down-regulation.
(DOCX)

Table S5 **The raw qRT-PCR data.**
(DOCX)

## References

[1] BesnardG, HenryP, WilleL, CookeD, ChapuisD (2007) On the origin of the invasive olives (*Olea europaea* L., Oleaceae). Heredity 99: 608–619.1768725110.1038/sj.hdy.6801037

[2] LaveeS (2007) Biennial bearing in olive (*Olea europaea*). Annales Ser His Nat 17: 101–112.

[3] MonseliseSP, GoldschmidtEE (1982) Alternate bearing in fruit trees. Hortic Reviews 4: 128–173.

[4] Fernández-OcañaA, García-LópezMC, Jiménez-RuizJ, SanigerL, MacíasD, et al (2010) Identification of a gene involved in the juvenile-to-adult transition (JAT) in cultivated olive trees. Tree Genet Genomes 6: 891–903.

[5] GoldschmidtEE (2005) Regulatory aspects of alternate-bearing in fruit trees. Italus Hortus 12: 11–17.

[6] RosecranceRC, WeinbaumSA, BrownPH (1998) Alternate bearing affects nitrogen, phosphorus, potassium and starch storage pools in mature pistachio trees. Ann Bot - London 82: 463–470.

[7] BaktirI, UlgerS, KaynakL, HimelrickDG (2004) Relationship of seasonal changes in endogenous plant hormones and alternate bearing of olive trees. Hort Science 39(5): 987–990.

[8] Barranco D, Fernández-Escobar R, Rallo L (Eds): “Olive Growing”. 1^st^ English Edition of the 5^th^ revised and enlarged edition of “El Cultivo del Olivo”, Mundi-Prensa - Junta de Andalucía - Australian Olive Association (Rural Industries Research and Development Corporation; RIRDC). The 6^th^ edition (2008) is available in Spanish, Mundi-Prensa - Junta de Andalucía (Madrid, Spain) 2010.

[9] UlgerS, SonmezS, KarkacierM, ErtoyN, AkdesirO, et al (2004) Determination of endogenous hormones, sugars and mineral nutrition levels during the induction, initiation and differentiation stage and their effects on flower formation in olive. Plant Growth Regul 42: 89–95.

[10] Ben-GalA, YermiyahuU, ZiporiI, PresnovE, HanochE, et al (2011) The influence of bearing cycles on olive oil production response to irrigation. Irrig Sci 29: 253–263.10.1021/jf202324x21950468

[11] Naor A, Schneider D, Ben-Gal A, Zipori I, Dag A et al.. (2012) The effects of crop load and irrigation rate in the oil accumulation stage on oil yield and water relations of ‘Koroneiki’ olives. Irrig Sci doi: 10.1007/s00271-012-0363-z.

[12] Martín-VertedorAI, RodríguezJMP, LosadaHP, CastielEF (2011) Interactive responses to water deficits and crop load in olive (olea europaea L., cv. Morisca) I. – Growth and water relations. Agr Water Manage 98: 941–949.

[13] DagA, BustanA, AvniA, TziporiI, LaveeS, et al (2010) Timing of fruit removal affects concurrent vegetative growth and subsequent return bloom and yield in olive (*Olea europaea* L.). Sci Hortic-Ansterdam 123: 469–472.

[14] HuijserP, SchmidM (2011) The control of developmental phase transitions in plants. Development 138: 4117–4129.2189662710.1242/dev.063511

[15] Ozdemir-Ozgenturk N, Oruç F, Sezerman U, Kucukural A, Vural Korkut S et al.(2010) Generation and analysis of expressed sequence tags from *Olea europaea* L. Comp Funct Genom doi:10.1155/2010/757512.10.1155/2010/757512PMC300440121197085

[16] DonaireL, PedrolaL, de la RosaR, LlaveC (2011) High-throughput sequencing of RNA silencing-associated small RNAs in olive (*Olea europaea* L.). PLoS One 6(11): e27916 doi:10.1371/journal.pone.0027916 2214048410.1371/journal.pone.0027916PMC3225373

[17] LaiZ, GrossBL, ZouY, AndrewsJ, RiesebergLH (2006) Microarray analysis reveals differential gene expression in hybrid sunflower species. Mol Eco 15: 1213–1227.10.1111/j.1365-294X.2006.02775.xPMC253676116626449

[18] WellmerF, Alves-FerreiraM, DuboisA, RiechmannJL, MeyerowitzEM (2006) Genome-wide analysis of gene expression during early Arabidopsis flower development PLoS Genet. 2(7): 1012–1024.10.1371/journal.pgen.0020117PMC152324716789830

[19] RoachMJ, DayholosMK (2007) Microarray analysis of flax (*Linum usitatissimum* L.) stems identifies transcripts enriched in fibre-bearing phloem tissues. Mol Genet Genomics 278 (2): 149–165.10.1007/s00438-007-0241-117503083

[20] FenartS, Assoumou NdongYP, DuorteJ, RivièreN, WilmerJ, et al (2010) Development and validation of a flax (*Linum usitatissimum* L.) gene expression oligo microarray. BMC Genomics 11: 592.2096485910.1186/1471-2164-11-592PMC3091737

[21] UnverT, BakarM, ShearmanRC, BudakH (2010) Genome-wide profiling and analysis of *Festuca arundinacea* miRNAs and transcriptomes in response to foliar glyphosate application. Mol Genet Genomics 283: 397–413.2021318710.1007/s00438-010-0526-7

[22] BonghiC, TrainottiL, BottonA, TadielloA, RasoriA, et al (2011) A microarray approach to identify genes involved in seed-pericarp cross-talk and development in peach. BMC Plant Biol 11: 107.2167939510.1186/1471-2229-11-107PMC3141638

[23] An, YangJ, ZhangP (2012) Transcriptome profiling of low temperature treated cassava apical shoots showed dynamic responses of tropical plant to cold stress. BMC Genomics 13: 64.2232177310.1186/1471-2164-13-64PMC3339519

[24] BolstadBM, IrizarryRA, AstrandM, SpeedTP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185–193.1253823810.1093/bioinformatics/19.2.185

[25] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4(2): 249–264.1292552010.1093/biostatistics/4.2.249

[26] UnverT, BudakH (2009) Conserved microRNAs and their targets in model grass species *Brachypodium distachyon* . Planta 230: 659–669.1958514310.1007/s00425-009-0974-7

[27] UntergasserA, CutcutacheI, KoressaarT, YeJ, FairclothBC, et al (2012) Primer3-new capabilities and interfaces. Nucleic Acids Res 40(15): e115.2273029310.1093/nar/gks596PMC3424584

[28] UnverT, ParmaksızI, DündarE (2010a) Identification of conserved micro-RNAs and their target transcripts in opium poppy (*Papaver somniferum* L.). Plant Cell Rep 29: 757–769.2044300610.1007/s00299-010-0862-4

[29] EldemV, Çelikkol AkçayU, OzhunerE, BakırY, UranbeyS, et al (2012) Genome-Wide Identification of miRNAs Responsive to Drought in Peach (*Prunus persica*) by High-Throughput Deep Sequencing. PLoS ONE 7(12): e50298 doi:10.1371/journal.pone.0050298 2322716610.1371/journal.pone.0050298PMC3515591

[30] Yanik H, Türktaş M, Dundar E, Hernandez P, Dorado G et al. (2013) Genome-wide identification of alternate bearing-associated miRNA in the olive tree (*Olea europaea)*. BMC Plant Biology doi:10.1186/1471-2229-13-1.10.1186/1471-2229-13-10PMC356468023320600

[31] WeberM, HaradaE, VessC, von Roepenack-LahayeE, ClemensS (2004) Comparative microarray analysis of Arabidopsis thaliana and Arabidopsis halleri roots identifies nicotianamine synthase, a ZIP transporter and other genes as potential metal hyperaccumulation factors. Plant Journal 37(2): 269–281.1469051010.1046/j.1365-313x.2003.01960.x

[32] MooreS, PaytonP, WrightM, TanksleyS, GiovannoniJ (2005) Utilization of tomato microarrays for comparative gene expression analysis in the Solanaceae. Journal of Experimental Botany 56(421): 2885–2895.1621684710.1093/jxb/eri283

[33] DaveyM, GrahamN, VanholmeB, SwennenR, MayS, et al (2009) Heterologous oligonucleotide microarrays for transcriptomics in a non-model species; a proof-of-concept study of drought stress in Musa. BMC Genomics 10: 436.1975843010.1186/1471-2164-10-436PMC2761422

[34] ParikhA, MirandaER, Katoh-KurasawaM, FullerD, RotG, ZagarL, CurkT, SucgangR, ChenR, ZupanB, LoomisWF, KuspaA, ShaulskyG (2010) Conserved developmental transcriptomes in evolutionarily divergent species. Genome Biology 11: R35.2023652910.1186/gb-2010-11-3-r35PMC2864575

[35] AlagnaF, Nunzio D’AgostinoN, TorchiaL, ServiliM, RaoR, et al (2009) Comparative 454 pyrosequencing of transcripts from two olive genotypes during fruit development. BMC Genomics 10: 399.1970940010.1186/1471-2164-10-399PMC2748093

[36] GoldschmidtEE, GolombA (1982) Girdling affects carbohydrate related gene expression in leaves bark and roots of alternate bearing citrus trees. Ann Bot - London 107(2): 206–208.10.1093/aob/mcg108PMC424363312763756

[37] SpannTM, BeedeRH, DejongTM (2008) Seasonal carbohydrate storage and mobilization in bearing and non-bearing pistachio (*Pistacia vera*) trees. Tree Physiol 28: 207–213.1805543110.1093/treephys/28.2.207

[38] BustanA, AvniA, LaveeS, ZiporiI, YeselsonY, et al (2011) Role of carbohydrate reserves in yield production of intensively cultivated oil olive (*Olea europaea* L.) trees. Tree Physiol 31: 519–530.2157172610.1093/treephys/tpr036

[39] StutteG, MartinGC (1986) Effect of light intensity and carbohydrate reserves on flowering in olive. J Amer Soc Hort Sci 11: 27–31.

[40] De laRosa, R, RalloL, RapoportHF (2000) Olive floral bud growth and starch content during winter rest and spring budbreak. Hort Science 35: 1223–1227.

[41] BouranisDL, KitsakiCK, ChorianopoulouSN, AivalakisG, DrossopoulosJB (1999) Nutritional dynamics of olive tree flowers. J Plant Nutr 22(2): 245–257.

[42] ErelR, DagA, Ben-GalA, SchwartsA, YermiyahuU (2008) Flowering and fruit set of olive trees in response to nitrogen, phosphorus, and potassium. J Amer Soc Hort Sci 133(5): 639–647.

[43] Fernândez-EscobarR, MorenoR, Garcia-CreusM (1999) Seasonal changes of mineral nutrients in olive leaves during the alternate-bearing cycle. Sci Hortic - Amsterdam 82: 25–45.

[44] RowlandLJ, AlkharoufN, DarwishO, OgdenEL, PolashockJJ, et al (2012) Generation and analysis of blueberry transcriptome sequences from leaves, developing fruit, and flower buds from cold acclimation through deacclimation. BMC Plant Biol 12: 46.2247185910.1186/1471-2229-12-46PMC3378433

[45] PignocchiC, KiddleG, HernándezI, FosterSJ, AsensiA, et al (2006) Ascorbate oxidase-dependent changes in the redox state of the apoplast modulate gene transcript accumulation leading to modified hormone signaling and orchestration of defense processes in tobacco. Plant Physiol 141: 423–435.1660366310.1104/pp.106.078469PMC1475448

[46] BonzonM, SimonP, GreppinH, WagnerE (1983) Pyridine-nucleotides and redox charge evolution during the induction of flowering in spinach leaves. Planta 159: 254–260.2425817610.1007/BF00397533

[47] ForemanJ, DemidchikV, BothwellJHF, MylonaP, MiedemaH, et al (2003) Reactive oxygen species produced by NADPH oxidase regulate plant cell growth. Nature 422: 442–446.1266078610.1038/nature01485

[48] ShalomL, SamuelsS, ZurN, ShlizermanL, ZemachH, et al (2012) Alternate bearing in citrus: changes in the expression of flowering control genes and in global gene expression in on- versus off-crop trees. PLoS ONE 7(10): e46930 doi:10.1371/journal.pone.0046930 2307166710.1371/journal.pone.0046930PMC3469648

[49] GoldschmidtEE (1999) Carbohydrate supply as a critical factor for citrus fruit development and productivity. Hortscience 34: 1020–1024.

[50] RamelF, SulmonC, GouesbetG, CouéeI (2009) Natural variation reveals relationships between pre-stress carbohydrate nutritional status and subsequent responses to xenobiotic and oxidative stress in *Arabidopsis thaliana* . Ann Bot - London 104: 1323–1337.10.1093/aob/mcp243PMC277839119789177

[51] GraceSC, LoganBA (2000) Energy dissipation and radical scavenging by the plant phenylpropanoid pathway. Phil Trans Royal Soc London, Series B-Biol Sci 355: 1499–1510.10.1098/rstb.2000.0710PMC169286411128003

[52] LaveeS, RalloL, RapoportHF, TroncosoA (1996) The floral biology of the olive: effect of flower number, type and distribution on fruitset. Sci Hortic-Amsterdam 66: 149–158.

[53] Muñoz-FambuenaN, MesejoS, Gonźales-MasMC, Primo-MilloE, AgustíM, et al (2011) Fruit regulates seasonal expression of flowering genes in alternate-bearing ‘Moncada’ mandarin. Ann Bot-London 108: 511–519.10.1093/aob/mcr164PMC315868321856639

[54] UlgerS, Baktırİ, KaynakL (1999) Zeytinlerde periyodisite ve çiçek tomurcuğu oluşumu üzerine içsel büyüme hormonlarının etkilerinin saptanması. Turk J Agric For 23(3): 619–623 (in Tr)..

[55] JonesWW, CogginsCW, EmbletonTW (1976) Endogenous abscisic acid in relation to bud growth in alternate bearing ‘Valencia’ orange. Plant Physiol 58: 681–682.1665974310.1104/pp.58.5.681PMC542282

[56] Al-ShdiefatSM, QrunflehMM (2008) Alternate bearing of the olive (*Olea europaea* L.) as related to endogenous hormonal content. JJAS 4(1): 12–25.

[57] Lavee S (1986) Olive P: 261–276 In: Monselise SP (ed). CRC handbook of fruit set and development. CRC Press, Boca Raton, Fla.

# Supplementary material for: Nutrition Metabolism Plays an Important Role in the Alternate Bearing of the Olive Tree (Olea europaea L.)
**Source:** PLoS One. 2013 Mar 28;8(3):e59876. doi: 10.1371/journal.pone.0059876
**Supplement:** Table S2 — Differentially expressed transcripts between juvenile and mature leaves. Fold changes were given in log2-based numbers. (−) indicates down-regulation.

**Table S1.** Differentially expressed transcripts between juvenile and mature leaves. Fold changes were given in log2-based numbers. (-) indicates down-regulation.

# Supplementary material for: Nutrition Metabolism Plays an Important Role in the Alternate Bearing of the Olive Tree (Olea europaea L.)
**Source:** PLoS One. 2013 Mar 28;8(3):e59876. doi: 10.1371/journal.pone.0059876
**Supplement:** Table S3 — Differentially expressed transcripts between mature and juvenile leaves, irrespective to the bearing year. Fold changes were given in log2-based numbers. (−) indicates down-regulation.

**Table S2.** Differentially expressed transcripts between mature and juvenile leaves, irrespective to the bearing year. Fold changes were given in log2-based numbers. (-) indicates down-regulation.

| **Seq_ID** | **Description** | **ON-M /ON-J-fold change** | ***P* value** | **OFF-M /OFF-J-fold change** | ***P* value** | **GO biological process** |
| --- | --- | --- | --- | --- | --- | --- |
| GO243991 | GO243991 OEAA-070810_Plate3h07.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –6.21 | 0 | –2.31 | 0.01 | Fatty acid metabolic process, oxidation-reduction process |
| GO243211 | GO243211 OEAA-070810_Plate1f15.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –5.85 | 0 | –2.08 | 0 | Response to biotic stimulus |
| GO243814 | GO243814 OEAA-070810_Plate2p19.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –5.84 | 0 | –2.08 | 0 | Defense response, response to biotic stimulus |
| GO244140 | GO244140 OEAA-070810_Plate3n12.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –5.55 | 0 | –2.62 | 0.01 | Fatty acid metabolic process, oxidation-reduction process |
| GO244529 | GO244529 OEAA-070810_Plate4o02.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –5.51 | 0 | –2.79 | 0 | Unknown |
| GO245304 | GO245304 OEAA-070810_Plate6p15.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –5.35 | 0 | –3.01 | 0 | Response to karrikin, syncytium formation |
| GO245145 | GO245145 OEAA-070810_Plate6i18.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –5.29 | 0 | –2.46 | 0 | Cell wall biogenesis, trichome morphogenesis |
| GO244729 | GO244729 OEAA-070810_Plate5g22.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –5.01 | 0 | –2.48 | 0 | Cell wall biogenesis, cysteine biosynthetic process, trichome morphogenesis |
| GO245518 | GO245518 OEAA-070810_Plate7i20.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –4.83 | 0 | –2.63 | 0 | Regulation of secondary cell wall biogenesis, regulation of transcription, DNA-dependent, response to abscisic acid stimulus |
| GO245492 | GO245492 OEAA-070810_Plate7h17.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –4.72 | 0 | –2.26 | 0 | Unknown |
| GO243777 | GO243777 OEAA-070810_Plate2o06.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –4.68 | 0 | –2.67 | 0 | Type I hypersensitivity |
| GO243932 | GO243932 OEAA-070810_Plate3e19.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –4.66 | 0 | –2.44 | 0.01 | Unknown |
| GO245517 | GO245517 OEAA-070810_Plate7i19.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –4.49 | 0 | –2.55 | 0 | Regulation of secondary cell wall biogenesis, regulation of transcription, DNA-dependent, response to abscisic acid stimulus |
| GO243710 | GO243710 OEAA-070810_Plate2l05.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –3.91 | 0 | 3.34 | 0.05 | Metabolic process |
| FN998508 | FN998508 FN998508 *Olea europaea* flower *Olea europaea* cDNA clone c2-3-D2 | –3.88 | 0 | –2.08 | 0 | Mucilage extrusion from seed coat, mucilage metabolic process involved seed coat development, negative regulation of catalytic activity, proteolysis |
| GO244599 | GO244599 OEAA-070810_Plate5b03.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –3.61 | 0 | –2 | 0 | Urea transmembrane transport, water transport |
| FL684184 | FL684184 C_D12_B06_0414F_p8 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA | –3.47 | 0 | –2.65 | 0 | Heat acclimation, protein folding, protein unfolding, response to endoplasmic reticulum stress, response to high light intensity, response to hydrogen peroxide |
| FL683438 | FL683438 D_K16_F08_0414F_p14 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA | –3.43 | 0 | –2.64 | 0 | Unknown |
| GO246183 | GO246183 OEAA-070810_Plate9f01.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –3.2 | 0.03 | –2.06 | 0.01 | Unknown |
| GO244287 | GO244287 OEAA-070810_Plate4d17.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –2.72 | 0 | 2.05 | 0.02 | Unknown |
| eugene3.00101184 | similar to ECERIFERUM 6; similar to ECERIFERUM 60; similar to CUTICULAR 1; similar to POLLEN-PISTIL INCOMPATIBILITY 1 | –2.71 | 0.02 | –2.31 | 0.01 | Metabolic process, fatty acid biosynthetic process, lipid biosynthetic process |
| FL684126 | FL684126 D_B23_A12_0414F_p11 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA | –2.24 | 0 | 4.66 | 0.01 | Flavonoid biosynthetic process |
| GO243399 | GO243399 OEAA-070810_Plate1n17.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | –2.15 | 0.01 | 2.64 | 0 | Biosynthetic process |
| GO244795 | GO244795 OEAA-070810_Plate5j18.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | 2.11 | 0.01 | 2.92 | 0 | Proteolysis |
| eugene3.01650006 | pollen Ole e 1 allergen and extensin family protein | 2.22 | 0.01 | 2.77 | 0 | Circadian rhythm |
| FN998573 | FN998573 FN998573 *Olea europaea* flower *Olea europaea* cDNA clone c2-4-A9 | 2.25 | 0 | 3.22 | 0.04 | Unknown |
| FL683503 | FL683503 B_E13_C07_0414F_p5 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA | 2.31 | 0 | 2.94 | 0 | Unknown |
| GO243458 | GO243458 OEAA-070810_Plate2a05.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | 2.43 | 0.01 | 2.47 | 0 | Multidimensional cell growth, regulation of transcription, DNA-dependent |
| FN997782 | FN997782 FN997782 *Olea europaea* flower *Olea europaea* cDNA clone c1-2-E3 | 2.53 | 0.01 | 3.59 | 0.01 | Response to karrikin |
| GO243444 | GO243444 OEAA-070810_Plate1p14.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | 2.58 | 0 | 2.57 | 0 | Unknown |
| FL684059 | FL684059 D_J04_E02_0414F_p12 *Olea europaea* cv. Leccino fruitlet *Olea europaea* cDNA | 2.59 | 0 | 3.73 | 0.01 | Oxidation-reduction process |
| GO245913 | GO245913 OEAA-070810_Plate8j14.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | 2.82 | 0 | 4.92 | 0 | Carbohydrate metabolic process, regulation of meristem growth |
| GO244789 | GO244789 OEAA-070810_Plate5j12.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | 2.84 | 0 | 3.45 | 0.02 | Unknown |
| GO243651 | GO243651 OEAA-070810_Plate2i13.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | 2.92 | 0 | 4.72 | 0.01 | Proteolysis |
| estExt_fgenesh4_pg.C_LG_II2533 | tyrosine decarboxylase | 3.19 | 0 | 2.89 | 0.01 | Tyrosine decarboxylase activity |
| GO245535 | GO245535 OEAA-070810_Plate7j13.b1 cDNA library from Olive leaves and fruits *Olea europaea* cDNA | 3.79 | 0 | 4.36 | 0.01 | Response to karrikin |

# Supplementary material for: Nutrition Metabolism Plays an Important Role in the Alternate Bearing of the Olive Tree (Olea europaea L.)
**Source:** PLoS One. 2013 Mar 28;8(3):e59876. doi: 10.1371/journal.pone.0059876
**Supplement:** Table S4 — Differentially expressed transcripts between the “on” and “off” years. Fold changes were given in log2-based numbers. (−) indicates down-regulation.

**Table S3.** Differentially expressed transcripts between the “on” and “off” years. Fold changes were given in log2-based numbers. (-) indicates down-regulation.

# Supplementary material for: Nutrition Metabolism Plays an Important Role in the Alternate Bearing of the Olive Tree (Olea europaea L.)
**Source:** PLoS One. 2013 Mar 28;8(3):e59876. doi: 10.1371/journal.pone.0059876
**Supplement:** Table S5 — The raw qRT-PCR data.

**Table S5.** Raw data of qRT-PCR.

|  | **18S** | | **GO245535** | | **GO243651** | | **GO245913** | | **GO245304** | | **GO244140** | | **FL684126** | | **GO243710** | | **GO244999** | | **FL684399** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Samples** | **C_T_** | **Average** | **C_T_** | **Average** | **C_T_** | **Average** | **C_T_** | **Average** | **C_T_** | **Average** | **C_T_** | **Average** | **C_T_** | **Average** | **C_T_** | **Average** | **C_T_** | **Average** | **C_T_** | **Average** |
| UF | 24.9 | 24.8 | 29.6 | 29.4 | 24.0 | 23.7 | 33.9 | 33.7 | 23.3 | 23.8 | 23.5 | 23.7 | 31.1 | 31.0 | 33.6 | 32.0 | 26.8 | 27.2 | 33.7 | 33.3 |
| UF | 24.8 |  | 29.3 |  | 23.9 |  | 32.8 |  | 24.0 |  | 23.5 |  | 30.6 |  | 31.7 |  | 27.2 |  | 33.3 |  |
| UF | 24.8 |  | 29.3 |  | 23.3 |  | 34.3 |  | 24.2 |  | 24.1 |  | 31.4 |  | 30.6 |  | 27.5 |  | 32.9 |  |
| OM | 24.8 | 24.7 | 32.5 | 33.1 | 22.7 | 22.9 | 39.6 | 38.1 | 31.7 | 31.7 | 29.9 | 30.0 | 21.2 | 21.6 | 35.6 | 34.3 | 27.2 | 26.9 | 25.0 | 24.7 |
| OM | 24.7 |  | 33.3 |  | 22.8 |  | 38.6 |  | 31.8 |  | 29.9 |  | 21.9 |  | 33.6 |  | 26.8 |  | 24.7 |  |
| OM | 24.7 |  | 33.6 |  | 23.3 |  | 36.1 |  | 31.7 |  | 30.3 |  | 21.6 |  | 33.8 |  | 26.6 |  | 24.6 |  |
| ON-M | 24.6 | 24.6 | 24.5 | 24.7 | 21.7 | 22.4 | 34.0 | 33.9 | 33.0 | 33.1 | 33.4 | 33.4 | 30.5 | 30.8 | 33.4 | 33.4 | 26.7 | 25.8 | 35.3 | 35.3 |
| ON-M | 24.6 |  | 24.9 |  | 22.6 |  | 33.7 |  | 32.9 |  | 33.0 |  | 31.0 |  | 33.2 |  | 26.7 |  | 34.5 |  |
| ON-M | 24.4 |  | 24.8 |  | 23.0 |  | 33.9 |  | 33.3 |  | 33.9 |  | 30.8 |  | 33.5 |  | 23.9 |  | 35.9 |  |
| OFF-M | 24.3 | 24.1 | 23.6 | 23.9 | 22.1 | 22.5 | 31.6 | 31.9 | 31.8 | 31.9 | 32.3 | 32.7 | 27.7 | 27.9 | 32.8 | 32.9 | 23.0 | 23.1 | 36.6 | 35.9 |
| OFF-M | 24.1 |  | 24.0 |  | 22.4 |  | 31.9 |  | 31.7 |  | 32.3 |  | 27.8 |  | 32.7 |  | 23.0 |  | 34.8 |  |
| OFF-M | 24.0 |  | 24.2 |  | 23.1 |  | 32.2 |  | 32.1 |  | 33.5 |  | 28.1 |  | 33.3 |  | 23.2 |  | 36.2 |  |
| ON-J | 24.0 | 23.8 | 31.3 | 31.8 | 27.0 | 26.9 | 35.7 | 36.0 | 31.1 | 31.3 | 31.3 | 31.5 | 34.9 | 34.6 | 32.6 | 32.8 | 30.9 | 30.6 | 38.6 | 37.3 |
| ON-J | 23.8 |  | 31.9 |  | 26.8 |  | 35.9 |  | 31.8 |  | 31.2 |  | 35.1 |  | 32.9 |  | 30.3 |  | 34.9 |  |
| ON-J | 23.7 |  | 32.2 |  | 27.0 |  | 36.3 |  | 31.2 |  | 31.9 |  | 34.0 |  | 33.0 |  | 30.6 |  | 38.3 |  |
| OFF-J | 23.6 | 23.6 | 30.5 | 30.6 | 26.4 | 26.5 | 35.5 | 35.2 | 31.7 | 31.9 | 29.8 | 30.0 | 31.3 | 31.3 | 33.9 | 33.6 | 29.7 | 29.5 | 35.3 | 34.3 |
| OFF-J | 23.5 |  | 30.6 |  | 26.3 |  | 35.5 |  | 31.9 |  | 30.1 |  | 31.2 |  | 32.6 |  | 29.8 |  | 33.9 |  |
| OFF-J | 23.5 |  | 30.8 |  | 26.7 |  | 34.5 |  | 32.1 |  | 30.2 |  | 31.3 |  | 34.1 |  | 29.0 |  | 33.6 |  |

How the deposited data were processed for this re-analysis (not part of the article)

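RNA of olive fruits and leaves was measured on a one-colour oligonucleotide array with Cy3 labelling, in 6 groups: unripe fruit (UF), ripe fruit (RF), juvenile and mature leaves of the off year (OFF-J, OFF-M) and of the on year (ON-J, ON-M). There were 11 arrays, 2 for each group except ON-M, which had 1. Sample labels gave the organ, stage and year, and the groups were formed from these alone. Bearing year, calendar year and tree are the same split of the leaves.

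The authors scanned the arrays, quantified them with DEVA, subtracted the background, applied quantile normalization and RMA, averaged the 2 or 3 spots of a transcript, and deposited the log2 values of each array. Those values were used as deposited, without further normalization. A table with 1 averaged log2 value per sample, also deposited by the authors, equalled the array means and was used as a check. The cycle thresholds of the qRT-PCR are the authors' and come from Table S5, without further processing before the subtraction of the 18S threshold. The version of RMA was not given in the sources used here. Each array held 54616 probe sets. The 1 random control set was left out, and 54615 were tested, 5543 of olive and 49072 of poplar. The annotated gene table provided as a reference matched 0 of them, so that names and GO terms are those of the paper's tables. Of Table S1, 1998 lines were in hand and used for a check of the values; the other 52617 were not analysed here, nor was a second ON-M array.

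The fits used limma 3.58.1 in R 4.3.3, with 1 mean per group, 5 residual degrees of freedom and a prior of 3.67 degrees of freedom. Each test was two-sided. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 difference of at least 2, and for the fruits also at the adjusted p alone and at a difference of at least 8. The comparisons were UF against RF, ON-M against ON-J, OFF-M against OFF-J, ON-M against OFF-M, ON-J against OFF-J, and the interaction of bearing year and leaf stage. The spread of the single ON-M array was taken from the other groups. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 served for the other calculations. Arrays were clustered by average linkage on Euclidean distance, and probe sets were sorted into expression classes by k-means. Array and qRT-PCR values were compared by exact permutation over the 6 groups.

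Gene lists were tested with limma's camera at its preset correlation and again with an estimated one, with adjustment over the lists and comparisons. The 23 lists were drawn from words in the GO terms and descriptions of the 709 transcripts of Tables 2, 3, S2, S3 and S4. They cover photosynthesis, carbohydrate metabolism, oxidation-reduction, ion transport and homeostasis, water transport, lipids, flavonoids, terpenoids, hormones, defense and stress, protein folding, cell wall, cytoskeleton and cell division, amino acids, proteolysis, flower development, protein kinases, transcription, seed and embryo, pollen, trichome and epidermis, vascular tissue and organelle-encoded genes. The words, the comparisons, the tests and the alternatives were fixed before the data were examined. The transcripts named in the text followed a rule fixed at the same time. It took every transcript named in the paper's text and in Tables 1 and 2, the 5 called transcripts with the largest difference in each direction of each comparison, the same among those with a named function, and the 5 of Table 3 with the largest fold. The values in the paper's own tables had been seen when that rule was written.

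The alternatives were the methods' t-test with and without adjustment, limma without adjustment, the arrays of the compared groups alone, a prior that follows intensity and resists outliers, a log2 difference of at least 1, a mean log2 value of at least 6, arrays centred on their medians or on their olive medians, quantile normalization repeated, replicate number as a block, each array left out in turn, the averaged table, other scales and sets for the replicate correlation and the clustering, other settings of camera, and Spearman correlation. Another 4 were added after the data were seen: a fit without the ripe fruit arrays, olive probe sets only, the brightness trend of each leaf array removed with a lowess smoother over a share of 0.3 of the points, and olive list members set against the other olive ESTs. The overlap of fruit and leaf calls was also repeated with olive-median centring and with the brightness trend of the leaf arrays removed, and the overlap and the counts of list members with each array left out in turn, all chosen after the data were seen. Olive-median centring subtracted 1 value from all probe sets of an array, the poplar ones included, so that counts over all probe sets include poplar sets moved by it. Where a mean of a named transcript in a compared group is below the random control, the text says so, as the size of the difference then depends on the background.

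The limma test was tested on simulated data in the layout of each comparison. In these, 100 of the 54615 probe sets were given a log2 difference of 2 and another 100 a difference of 4. Each simulated probe set had the same normal spread in all 6 groups, independent of other probe sets. In the real arrays the replicate SD over all probe sets was 0.66 in RF and 0.23 in UF, and that of ON-M is unknown. The simulated counts therefore do not show how the test behaves under unequal spread. A simulated set counted as called at an adjusted p under 0.05 and an estimated log2 difference of at least 1. That size is smaller than the 2 required of the calls in the text, so these are not their recovery rates. Of the changed sets 48 and 90 were called for UF against RF, 30 and 85 for ON-M against ON-J, 47 and 93 for OFF-M against OFF-J, 26 and 77 for ON-M against OFF-M, and 53 and 90 for ON-J against OFF-J. Unchanged probe sets were called in 8, 5, 5, 4 and 13 cases. Because no group had more than 2 arrays, no count over other splits of the arrays and no search for single outlying arrays within a group was made. The number of arrays limits the precision of every difference.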

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

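The interaction of bearing year and leaf stage had been planned, as had olive-median centring as an alternative, while the tests of explanations below, and the use of that centring as one, were chosen after the results were seen. The on and off difference was not the same in mature and juvenile leaves for 105 transcripts, by limma's test of the interaction, 20 with a higher and 85 with a lower value in mature leaves. With olive-median centring, which shifts the poplar probe sets as well, 104 passed, 71 higher and 33 lower. The prevailing direction thus depends on the scaling, and the 71 were not split into olive and poplar. Bearing year, calendar year, tree and the single ON-M array cannot be told apart in these values, since they go together in the mature leaves. The values are on and off differences in mature leaves minus those in juvenile leaves, on the log2 scale, for the named transcripts among them.

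Amino acid metabolism had 5 ESTs that were lower in on-year than in off-year mature leaves, by log2 differences of -6.15 to -5.23, and differed by -0.37 to -0.06 in juvenile leaves. Their values were FL683857_1 (-6.03), FL683748_1 (-5.85), FL683833_1 (-5.75), GO245805_1 (-5.66) and GO243808_1 (-5.16). In lipid metabolism the values were -4.20 for GO243240_1, -3.91 for GO243991_1, -4.61 for GO244094_1 and -5.56 for GO245017_1, of lipid transport. Flavonoid ESTs were FL684126_1 (-6.90) and GO243114_1 (-3.92), and the defense ESTs GO243211_1 (-3.77) and GO243814_1 (-3.76). Water transport was represented by GO244165_1 (-4.98), amine metabolism by GO243842_1 (-2.86), and cutin synthesis and flower development by GO243632_1 (-2.88). GO244677_1, of steroid metabolism and wounding, had -2.98. Hormone-related values were -3.18 for GO245994_1, -2.78 for GO243107_1, 3.69 for eugene3.00020895 and 4.21 for eugene3.00170500. GO243710_1, of metabolism, had -7.25 and FL684185_1, of nucleoside metabolism and ubiquitination, -5.94. ESTs without a known process were FL683787_1 (-6.95), FL684392_1 (-6.92), GO244529_1 (-2.72) and GO244999_1 (-4.87). The poplar gene models had positive values, 7.20 for the hypothetical protein eugene3.02430009, 5.06 for the CONSTANS-LIKE gene gw1.123.49.1, 4.97 for eugene3.86990001, a retroelement, 4.95 for the receptor kinase fgenesh4_pm.C_LG_IV000224, 4.94 for the ATPase estExt_Genewise1_v1.C_LG_XII0166, 4.92 for the helicase eugene3.01250091 and 4.42 for estExt_Genewise1_v1.C_660290, of the response to water stress. Standard errors were 0.32 to 0.79, and adjusted p was 0.00102 to 0.0475. By qRT-PCR the same value was 0.60 for FL684126 (standard error 0.42), -1.03 for GO243710 (standard error 0.55) and -1.50 for GO244999 (standard error 0.99), so that the large array values of these 3 ESTs were not seen by that method. Each array value rests on the single ON-M array. At least 1 leaf mean was below the random control for FL683787_1, FL684185_1, GO244094_1, GO244999_1, eugene3.01250091 and gw1.123.49.1, so that the sizes of their values depend on the background.

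The 16 transcripts higher in ON-M than in OFF-M were all poplar gene models, such as the CONSTANS-LIKE gene. Of these, 15 had 1 or 2 probes against 45.4% of all poplar probe sets (two-sided Fisher's exact test, p = 0.000128), so that sets of few probes may contribute. On the ON-M array 22 poplar probe sets lay at least 2 above every other leaf array, and on the other leaf arrays 30 to 180 did, so that signal of a single array is a candidate explanation too. The bearing year stays open as well, as do the calendar year and the tree that go with it, since the on year had 1 mature-leaf array and a second was not used here.

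The 63 olive ESTs lower in ON-M than in OFF-M, among them the ESTs of amino acid metabolism, are the second pattern. On ON-M 65 olive probe sets lay at least 2 below every other leaf array and on each of the others 0, but these have a replicate and ON-M has none, so that chance spread between single samples stays open. A general dimming of olive ESTs on the ON-M array could explain part: 45 of the 63 calls were kept with the brightness trend removed, where the median difference went from -3.09 to -2.73 (standard error 0.29 and 0.27), and 30 with olive-median centring, where it went to -2.38 (standard error 0.33), the other calls ending at a difference under 2 (6 and 0), an adjusted p over 0.05 (5 and 13) or both (7 and 20). The 30 ESTs called under both corrections were picked for keeping a difference of at least 2, so their values are no separate test of dimming. Their median went from -3.83 (standard error 0.31) to -3.46 (0.28) and -3.13 (0.34), and 30 and 29 of them stayed below -2 by more than their standard error. In the other 33, whose calls ended with olive-median centring, the median went from -2.56 (standard error 0.27) to -1.85 (0.33). Olive-median centring moves every difference between ON-M and OFF-M by the same amount. What it left of differences chosen for a size of at least 2 was therefore fixed in advance and does not test for dimming. Whether the rest comes from dimming or the bearing year cannot be told, since 1 array carries both. Bearing year, calendar year, tree and chance of the single sample stay open for all 63. By qRT-PCR 1 of the 2 genes tested among them, FL684126 but not GO243710, was lower in ON-M by more than 2 standard errors, and the text does not say whether its RNA was that of the array.

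ESTs with 1 shared annotation moved together, namely 49 of cation transport and 97 of carbohydrate metabolism. With the brightness trend removed, the median correlation of replicate residuals was 0.617 for cation transport and 0.683 for carbohydrates, above the highest of 1000 random lists of like brightness (0.27 and 0.374), which argues against a brightness shift as the whole cause. Over all arrays with a replicate, fruits included, and with no trend removed it was 0.468 and 0.866 (highest random lists 0.316 and 0.69). Residuals carry no group difference, so ESTs of 1 transcript, or probes with shared targets, may make up each block, and their counts are then not counts of separate genes. Coordinated regulation of separate genes stays open and was not tested.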

How the results depend on the processing

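The fits without ripe fruit, with olive probe sets only, with the brightness trend removed and with olive members against olive ESTs were chosen after the data were seen. Centring arrays on their medians over all probe sets and repeating the quantile normalization kept every count of transcripts within 1.5 times its main value. The 93 named results for transcripts kept their direction under all alternatives run. Over these results and settings 155 no longer passed (75 of them under the adjusted t-test of the methods), 39 newly passed and 1311 stayed the same. Of the 1311, 93 come from the averaged table, which has no test and for which only the size of the difference was compared. Counts in both maturation comparisons are of transcripts that moved in the same direction. Where values below differ, the cause was not tested unless named. The averaged table gave the same 93 differences within their standard errors, as its values equal the array means.

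By the methods' t-test without adjustment, 129 transcripts were called for ON-M against OFF-M, 16 for ON-J against OFF-J, 908 for the interaction and 1 in both on and off comparisons. Adjusted, that test called 39 transcripts between UF and RF (73 at any size, 2 at a difference of at least 8), and 0 for ON-M against ON-J (210 unadjusted), OFF-M against OFF-J (216), ON-M against OFF-M, the interaction and both maturation comparisons (22). By limma without adjustment there were 470 for ON-M against ON-J, 231 for ON-M against OFF-M, 53 for ON-J against OFF-J, 1088 for the interaction and 2 in both on and off comparisons. With the compared arrays alone, which leaves fewer degrees of freedom, the counts were 7101 between fruits at any size, 74 for ON-M against ON-J, 52 for ON-M against OFF-M and 14 in both maturation comparisons. With the prior that follows intensity they were 5 for ON-J against OFF-J, 538 for the interaction and 1 in both on and off comparisons.

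A required difference of 1 gave 14692 between fruits, 528 for OFF-M against OFF-J and 88 in both maturation comparisons in the same direction. A required mean of 6, which tests fewer probe sets, gave 2345 between fruits, 10631 at any size, and 370 interactions. With olive-median centring, which shifts the poplar probe sets as well, there were 9864 between fruits, 31047 at any size, 54 for ON-M against OFF-M and 57 in both maturation comparisons. Without the RF arrays there were 142 for ON-M against OFF-M and 673 interactions. Olive probe sets only, a smaller set, gave 1166 between fruits, 3560 at any size, 128 for ON-M against OFF-M and 585 interactions. With the brightness trend removed there were 45 interactions and 50 in both maturation comparisons.

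Replicate numbers did not pair the arrays over all probe sets: over 10 pairs of groups the correlation of replicate differences was -0.0464 to 0.152, above 0.1 in 3. Among the olive ESTs it ran from -0.254 (OFF-J with ON-J) to 0.192 (OFF-M with ON-J). With the replicate number as a block, 40 interactions and 2 of the 14 hormone probes were called (4 without it), and the counts of the single comparisons stayed within 1.5 times theirs.

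Leaving out 1 array at a time gave 3255 to 6497 between fruits, 7529 to 26158 at any size and 15 to 26 at a difference of at least 8, 190 to 304 for ON-M against ON-J, 53 to 271 for OFF-M against OFF-J, 43 to 58 for ON-M against OFF-M, 2 to 144 for ON-J against OFF-J, 22 to 110 interactions, 13 to 24 in both maturation comparisons in the same direction and 0 to 1 in both on and off comparisons. The highest fruit counts all came without RF replicate 1. At any size 7529 and 7975 were called without UF replicate 1 and 2. Without ON-J replicate 1 the counts were 190 for ON-M against ON-J, 2 for ON-J against OFF-J, 23 interactions and 18 in both maturation comparisons. Without OFF-M replicate 1 and 2 they were 59 and 53 for OFF-M against OFF-J, 43 and 58 for ON-M against OFF-M, 22 and 28 interactions, and 14 and 13 in both maturation comparisons. Between ON-J and OFF-J there were 13 without OFF-J replicate 1 (1 in both on and off comparisons), 22 without OFF-J replicate 2 (33 interactions) and 144 without ON-J replicate 2. The group left with 1 array was taken to vary like the others.

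The mean distance of ripe fruit to the arrays of the other groups was 2.67 times the median of the other groups' own such distances by 1 minus the Pearson correlation, and 1.77 times by Euclidean distance. With an estimated correlation, camera called 0 lists between UF and RF, 12 for ON-M against ON-J, 2 for OFF-M against OFF-J, 13 for ON-M against OFF-M and 0 for ON-J against OFF-J, in place of 16, 20, 11, 20 and 17. Olive members against olive ESTs gave 8 lists between UF and RF. That setting turned the direction of water transport (adjusted p = 0.829) and kinases (0.674) between UF and RF and of transcription in ON-M against ON-J (0.852). For OFF-M against OFF-J it turned photosynthesis (0.476), defense and stress (0.139), cell wall (0.126), amino acids (0.639) and kinases (0.0195), and for ON-J against OFF-J terpenoids (0.36) and amino acids (0.954). Photosynthesis for OFF-M against OFF-J also turned with the intensity trend (0.978). Of the other list results 359 kept their side and direction, 75 no longer passed and 5 newly passed. By Spearman correlation 0 of the 9 qRT-PCR genes passed, in place of 2.

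Signal near background limits the poplar probe sets most: 68.4% of them fell in the low expression class, whose mean of 5.38 lies within the 5.18 to 5.48 of the random control.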

Differences from the paper's values

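Of the tests below, only the fit without the RF arrays was chosen after the values were seen. The counts here use an adjusted p under 0.05, and the paper states a p threshold without naming an adjustment. The paper's squared correlation is 0.99 for its replicates as a whole, with none given for a single group. The RF replicates here had 0.826, and the other groups 0.932 to 0.978. On the linear scale (0.986) and with olive probe sets only (0.964) the RF value differs from the paper's by less than the SD over the groups (0.0611), and with a mean of at least 6 (0.867) by more.

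For genes higher in ripe than in unripe fruit the paper's count is 1058 and that here 1800. Of the alternatives set before the data were examined, the methods' t-test without adjustment (1043), the compared arrays alone (1231) and leaving out UF replicate 1 (1450), UF replicate 2 (1516) or RF replicate 2 (1544) came within 1.5 times the paper's value. The adjusted t-test of the methods (10), limma without adjustment (1857), the prior that follows intensity (1824), a difference of 1 (7387), a mean of 6 (513), array medians (1670), repeated quantile normalization (1829), olive medians (9095), the block (1801) and leaving out RF replicate 1 (3408) did not.

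Between ON-M and OFF-M the paper's count is 230 and that here 85. Limma without adjustment gave 231. The methods' t-test without (129) and with adjustment (0), the compared arrays alone (52), the prior that follows intensity (124), a difference of 1 (90), a mean of 6 (104), array medians (88), repeated quantile normalization (85), olive medians (54), the block (69) and leaving out OFF-M replicate 1 (43) or 2 (58) did not come within 1.5 times.

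Between ON-J and OFF-J the paper's count is 16 and that here 0. The methods' t-test without adjustment gave 16, and leaving out OFF-J replicate 1 (13) or 2 (22) came within 1.5 times. Limma without adjustment (53), the prior that follows intensity (5), leaving out ON-J replicate 1 (2) or 2 (144) and the remaining alternatives (0) did not. For transcripts in both on and off comparisons the paper's count is 1 and that here 0. The methods' t-test without adjustment, the prior that follows intensity and leaving out OFF-J replicate 1 gave 1, limma without adjustment gave 2, and the others gave 0.

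For transcripts that differ between on and off years the paper's count is 245 and that here 85. Limma without adjustment (282) and leaving out ON-J replicate 2 (229) came within 1.5 times. The methods' t-test without (144) and with adjustment (0), the compared arrays alone (52), the prior that follows intensity (128), a difference of 1 (90), a mean of 6 (104), array medians (88), repeated quantile normalization (85), olive medians (54), the block (69) and leaving out OFF-J replicate 1 (97) or 2 (107), OFF-M replicate 1 (43) or 2 (58) or ON-J replicate 1 (87) did not. Of the hormone genes the paper's count is 14 and that here 4. Limma without adjustment gave 14. The methods' t-test without (7) and with adjustment (0), the compared arrays alone (3), the prior that follows intensity (8), a mean of 6 (5), array medians (4), repeated quantile normalization (4), olive medians (3), the block (2) and leaving out OFF-M replicate 1 (2 of 12) or 2 (2 of 12) did not come within 1.5 times. A fit without the RF arrays, chosen after the values were seen, gave 11 and drops 3 of the paper's 14.

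The fold changes of Tables 2 and 3 matched the log2 differences here within 0.015, as did those of Tables S3 and S4 and the 217 off-year folds of Table S2. Of the 449 on-year folds of Table S2, 333 matched ON-M minus ON-J within 0.015, and the other 116 matched ON-M minus OFF-M instead.

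The paper states that carbohydrate genes are higher in off-year leaves. Between ON-M and OFF-M 117 of 125 had lower values in the on year and none was called by limma over all probe sets (7 lower and 4 higher when adjusted over the list alone), while 118 had higher values in ON-J than in OFF-J. The block of 97 ESTs annotated only as carbohydrate metabolism, which may be ESTs of 1 transcript, lies within both counts. It states that fatty acid synthesis is higher in mature leaves, where 33 of 44 lipid transcripts were lower and 1 higher in ON-M than in ON-J, and 3 lower and 2 higher in OFF-M than in OFF-J. That list covers lipid, cutin and wax metabolism as a whole, and transcripts of fatty acid synthesis were not counted apart. It states that carbohydrate transcripts are higher in mature leaves and photosynthesis transcripts lower. Of 125 carbohydrate transcripts 104 were called higher and 1 lower at maturity in the off year (43, 14 and 5 higher without OFF-J replicate 2, OFF-M replicate 1 and OFF-M replicate 2), 2 higher and 8 lower in the on year. Of 12 photosynthesis transcripts 2 were higher and none lower in the off year by limma, while 1 was higher and 4 lower in the on year. It states that a single flower development transcript differs between the years, where 3 of 17 by GO term were called higher and 1 lower in ON-M. The 3 are poplar gene models, for which signal of the single ON-M array is a candidate explanation. It gives the fall of GO243632_1 as a fold, where the log2 difference here was -2.39. For mineral transport it states higher values in off-year leaves. In mature leaves 58 of 62 ion transport transcripts had them, with 1 called, while in juvenile leaves 61 of 62 had higher values in the on year, with none called by limma (1 when adjusted over the list alone). In the block of 49 cation transport ESTs, which may be ESTs of 1 transcript, 48 and 49 ran these ways.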

Other observations

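The overlap of fruit and leaf transcripts, with its corrections, the leaving out of arrays for overlaps and list counts, and olive members against olive ESTs were examined after the data were seen, and the gene lists had been planned. Olive ESTs that changed with leaf maturation were often the ones that differ between ripe and unripe fruit. The comparisons share no array, but each EST has 1 residual variance over all 11 arrays, so that its fruit and leaf calls are not independent. The RF arrays (olive medians 9.83 and 10.22) and the ON-M array (10.66) were also the dimmest for olive ESTs. A shared dimming would add to the overlap of ESTs lower in ON-M and in RF. Of 253 olive ESTs lower in ON-M than in ON-J, 126 were higher in unripe than in ripe fruit, where 43.8 were expected by chance (two-sided Fisher's exact test, p = 3.22e-34). Of 16 lower in OFF-M than in OFF-J, 12 were higher in unripe fruit (2.77 by chance, Fisher's exact p = 6.22e-07). Of 63 lower in ON-M than in OFF-M, 33 were (10.9 by chance, Fisher's exact p = 1.87e-10), while 6 were higher in ripe fruit (2.35 by chance, Fisher's exact p = 0.0292; without the carbohydrate ESTs 1.69 by chance, p = 0.00647). Of 163 higher in OFF-M than in OFF-J, 68 were higher in ripe fruit (6.09 by chance, Fisher's exact p = 3.35e-57), most of them carbohydrate ESTs: without these, 7 of 68 were higher in ripe fruit (1.82 by chance, p = 0.00213) and 21 in unripe fruit (12.0 by chance, p = 0.00615). Without ON-J replicate 1 and 2 the first overlap was 76 of 154 and 74 of 145. The second was 5 of 8, 6 of 12, 3 of 5 and 3 of 5 without OFF-J replicates 1 and 2 and OFF-M replicates 1 and 2 (Fisher's exact p = 0.00542, 0.00948, 0.0392 and 0.0392), and the third 14 of 27 and 18 of 32 without OFF-M replicates 1 and 2. The overlap with ripe fruit was 40 of 68, 14 of 28 and 7 of 18 without OFF-J replicate 2 and OFF-M replicates 1 and 2 (2.54, 1.05 and 0.672 by chance, Fisher's exact p = 6.77e-41, 1.68e-13 and 2.05e-06). With olive-median centring of all arrays the overlaps with unripe fruit were 51 of 136 (14.5 by chance), 22 of 47 (5.03) and 10 of 30 (3.21), and that with ripe fruit 90 of 117 (18.8), with Fisher's exact p = 5.97e-17, 3.41e-10, 0.000748 and 3.01e-49. With the brightness trend removed from the leaf arrays they were 91 of 163 (28.2 by chance), 23 of 39 (6.75), 26 of 45 (7.79) and 61 of 117 (4.37), with Fisher's exact p = 1.16e-29, 5.32e-09, 9.75e-10 and 1.45e-58. The trend of the fruit arrays was not removed, so that a shared dimming is not excluded as a part of the overlap. Genes are not independent replicates, and p values of the Fisher tests depend on how far the ESTs are separate transcripts.

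Between the fruits, camera at its preset correlation placed 9 further lists higher in unripe fruit, terpenoids, protein folding, seed and embryo, vascular tissue, cell wall, trichome, amino acids, kinases and proteolysis, and all 9 calls were lost with an estimated correlation. Set against the other olive ESTs, olive members of the seed and embryo (adjusted p = 0.187), cell wall (0.315), trichome (0.0849), amino acid (0.0601) and proteolysis (0.365) lists lost their calls too, and kinases turned (0.674). Called higher and lower in UF were 8 and 0 of 15 terpenoid transcripts, 5 and 0 of 14 of protein folding, 4 and 0 of 9 of seed and embryo, 3 and 0 of 7 of vascular tissue, 10 and 2 of 25 of the cell wall, 5 and 1 of 11 of trichome and epidermis, 7 and 1 of 21 of amino acids, and 7 and 1 of 27 kinases. Proteolysis had 7 and 1 of 21, pollen 1 and 0 of 4, flavonoids 2 and 5 of 10, flower development 12 and 63 of 137 and organelle-encoded genes 0 and 0 of 2. These counts were the same when adjusted over the list alone. Without UF replicate 1 4 kinases were higher in UF, and without RF replicate 1 4 cell wall and 3 proteolysis transcripts were lower. By camera the adjusted p was 0.000239, 7.12e-06, 0.000255, 0.00137, 0.00557, 0.00613, 0.00808 and 0.00444 for the first 8 lists, 0.0268 for proteolysis, 0.405 for pollen, 0.0999 for flavonoids, 5.6e-13 for flower development (lower in UF) and 0.425 for organelle-encoded genes. The median of the proteolysis list was -0.09, opposite to its test. With an estimated correlation adjusted p was 0.0539 to 0.42 for the lists called here, proteolysis and flower development included.

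Between ON-M and ON-J most other lists were lower at maturity. Called lower were 8 of 15 terpenoid transcripts, 15 of 35 of hormones (4 higher), 8 of 14 of protein folding, 15 of 21 of amino acids (2 higher), 5 of 9 of seed and embryo, 6 of 10 flavonoids (1 higher), 2 of 4 of pollen (1 higher), 15 of 137 of flower development (5 higher) and 1 of 2 organelle-encoded genes. They were 9, 18 (7 higher), 9, 15 (3 higher), 5, 6 (2 higher), 2 (1 higher), 19 (6 higher) and 1 when adjusted over the list alone. Without ON-J replicate 1 and 2, the lower counts were 4 and 3 for terpenoids, 8 and 10 for hormones, 2 and 3 for seed and embryo, 2 and 2 for flavonoids and 7 and 8 for flower development, and the organelle-encoded call was lost. By camera the adjusted p was 2.6e-13, 8.27e-12, 5.38e-16, 6.86e-24, 5.26e-07, 1.37e-07, 0.041, 0.662 and 0.267. The median of the organelle-encoded genes was 0.11, opposite to its test. Flower development was higher in ON-M when its olive members were set against the other olive ESTs (adjusted p = 0.00144). With an estimated correlation seed and embryo (adjusted p = 0.0559), flavonoids (0.0684) and pollen (0.205) lost their calls. These lists come from the study's tables of the same leaves and are not independent evidence.

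Between OFF-M and OFF-J, 7 of 35 hormone transcripts were higher and 4 lower, 2 and 2 of protein folding, 2 and 0 terpenoids, 3 and 1 of amino acids, 1 and 1 kinases, 4 and 2 of seed and embryo, 1 and 1 of pollen, 1 and 0 of cytoskeleton, 3 and 0 of ion transport and 0 and 0 organelle-encoded. The numbers were 8 and 4, 2 and 3, 2 and 1, 3 and 1, 2 and 1, 4 and 2, 1 and 2, 1 and 0, 3 and 0, and 0 and 0 when adjusted over the list alone. Hormone calls were 4 and 2, 1 and 1, 1 and 0, and 0 and 0 by limma without OFF-J replicates 1 and 2 and OFF-M replicates 1 and 2, and without either OFF-M array no call of terpenoids, protein folding, seed and embryo or cytoskeleton was left. By camera protein folding (adjusted p = 3.19e-05), terpenoids (0.00522) and pollen (0.014) were lower and ion transport higher (0.000166) in OFF-M, all lost with an estimated correlation (adjusted p = 0.112, 0.0769, 0.15 and 0.443). Ion transport was lost against the other olive ESTs too (adjusted p = 0.304), while the 5 olive members of seed and embryo (adjusted p = 0.0133) and the 4 of kinases (0.0195) were lower in OFF-M in that setting. The others had adjusted p = 0.225 for hormones, 0.163 for amino acids, 0.153 for kinases, 0.812 for seed and embryo, 0.0766 for cytoskeleton and 0.843 for organelle-encoded genes.

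Between ON-M and OFF-M, 4 of 25 cell wall transcripts were lower, 3 of 11 of trichome and epidermis, 1 of 7 vascular, 1 of 14 of protein folding, 1 of 21 of proteolysis, 1 of 12 of photosynthesis, 1 of 4 of pollen, and none of seed and embryo, cytoskeleton or organelle-encoded genes by limma, and none of these was higher. Kinases and transcription each had 1 lower and 2 higher. When adjusted over the list alone the lower counts were 6, 3 (1 higher), 4, 2, 2 (3 higher), 3 (1 higher), 1, 0, 3 (1 higher) and 0 (1 higher), and for kinases and transcription 3 (4 higher) each. Without either OFF-M array 2 cell wall transcripts were lower, the calls of protein folding, proteolysis, photosynthesis and pollen were lost, and without OFF-M replicate 1 and 2 trichome and epidermis had 1 and 0 lower. By camera the adjusted p was 2.37e-23, 9.59e-14, 5.6e-13, 1.57e-08, 1.47e-08, 8.19e-06, 0.000139, 7.11e-13, 0.0766 and 0.393, and 9.24e-08 for kinases and 0.28 for transcription. Organelle-encoded genes had a median of 0.41, opposite to their test. The 2 olive members of cytoskeleton were lower in ON-M against the other olive ESTs (adjusted p = 0.0362). Protein folding (adjusted p = 0.0629), pollen (0.0629) and kinases (0.166) were lost with an estimated correlation.

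Between ON-J and OFF-J 0 list members were called by limma (over all transcripts 53 had an unadjusted p under 0.05 and a log2 difference of at least 2, and 16 by the methods' t-test), and adjusted over the list alone the counts were 0 to 3 higher and 0 to 1 lower per list. By camera 17 of the 23 lists were higher in ON-J, and none with an estimated correlation. Adjusted p was 1.11e-35 for defense and stress, 1.94e-08 for lipids, 1.3e-12 for the cell wall, 4.37e-15 for kinases, 1.86e-70 for flower development, 9.26e-06 for protein folding, 0.00123 for cytoskeleton, 0.0018 for proteolysis, 0.00141 for water transport, 0.00619 for seed and embryo, 1.87e-06 for trichome and 0.000204 for vascular tissue, and with an estimated correlation 0.0609, 0.122, 0.0559, 0.0749, 0.0724, 0.0965, 0.0571, 0.0749, 0.156, 0.166, 0.0749 and 0.0629. Against the other olive ESTs cytoskeleton (0.105), kinases (0.0721), seed and embryo (0.734) and vascular tissue (0.315) lost their calls. The lists not called were photosynthesis (adjusted p = 0.0687), terpenoids (0.6), amino acids (0.139), transcription (0.0781), pollen (0.27) and organelle-encoded genes (0.455). The median of the amino acid list was -0.02, opposite in sign to its test.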
